# Massively parallel in vivo CRISPR screening identifies RNF20/40 as epigenetic regulators of cardiomyocyte maturation

**DOI:** 10.1038/s41467-021-24743-z

**Published:** 2021-07-21

**Authors:** Nathan J. VanDusen, Julianna Y. Lee, Weiliang Gu, Catalina E. Butler, Isha Sethi, Yanjiang Zheng, Justin S. King, Pingzhu Zhou, Shengbao Suo, Yuxuan Guo, Qing Ma, Guo-Cheng Yuan, William T. Pu

**Keywords:** Genetic techniques, Differentiation, Histone post-translational modifications, Heart stem cells, Cardiovascular biology

## Abstract

The forward genetic screen is a powerful, unbiased method to gain insights into biological processes, yet this approach has infrequently been used in vivo in mammals because of high resource demands. Here, we use in vivo somatic Cas9 mutagenesis to perform an in vivo forward genetic screen in mice to identify regulators of cardiomyocyte (CM) maturation, the coordinated changes in phenotype and gene expression that occur in neonatal CMs. We discover and validate a number of transcriptional regulators of this process. Among these are RNF20 and RNF40, which form a complex that monoubiquitinates H2B on lysine 120. Mechanistic studies indicate that this epigenetic mark controls dynamic changes in gene expression required for CM maturation. These insights into CM maturation will inform efforts in cardiac regenerative medicine. More broadly, our approach will enable unbiased forward genetics across mammalian organ systems.

## Abstract (web summary)

Throughput of in vivo genetic screens is a barrier to efficient application. Here the authors use a high-throughput CRISPR-based in vivo forward genetic screen in mice to identify transcriptional regulators of cardiomyocyte maturation, including the epigenetic modifiers RNF20 and RNF40.

## Introduction

At birth, mammalian CMs undergo maturation, a dramatic and coordinated set of structural, metabolic, and gene expression changes that enable them to sustain billions of cycles of forceful contraction during postnatal life^1,2^. Fetal CMs are glycolytic, mononuclear, mitotic, and contract against low resistance, whereas adult CMs rely on oxidative phosphorylation, are diploid and postmitotic, and support heart growth by increasing in size (maturational hypertrophy). Sarcomeric and ultrastructural adaptations, such as plasma membrane invaginations known as T-tubules, facilitate coordinated and forceful CM contraction against high resistance. Unfortunately, CMs induced from stem cells or other nonmyocyte sources resemble fetal CMs and lack the hallmark features of mature, adult CMs^3,4^. This “maturation bottleneck” remains a major barrier to using stem cell-derived CMs for disease modeling or therapeutic cardiac regeneration.

The regulatory mechanisms that govern the diverse facets of CM maturation are poorly understood, in large part due to the lack of a suitable in vitro model and challenges associated with in vivo approaches. Although mosaic gene manipulation strategies have allowed more precise interpretation of in vivo experiments with respect to the regulation of maturation^5–8^, the low throughput of standard in vivo approaches remains a major barrier. To overcome this obstacle, we sought to perform an in vivo forward genetic screen in mice. The resource intensity of traditional forward genetics has precluded their widespread use in mammals, but Cas9 mutagenesis directed by a library of guide RNAs (gRNAs) makes introduction and recovery of gene mutations highly efficient^9–11^, and can be expeditiously deployed in mammals in vivo^5,12,13^. This capability has been used for forward genetic screens in cultured cells^11,14,15^, but its ability to interrogate endogenous biological processes in mammals in vivo has yet to be fully realized.

Here we report development of an in vivo forward genetic screen to discover transcriptional and epigenetic regulators of CM maturation. Our screen identified several candidate regulators, including RNF20 and RNF40, genes implicated in congenital heart disease^16,17^ that form an enzyme complex that monoubiquinates histone H2Bon lysine 120^18^.

## Results

### Design of in vivo CRISPR screen for CM maturation factors

We developed an in vivo forward genetic screen to discover factors that regulate murine CM maturation (Fig. 1a). We employed CRISPR/Cas9 AAV9 (CASAAV)-based somatic mutagenesis^5^ and a gRNA library targeting murine transcriptional regulators to create thousands of distinct mutations within different CMs of a single mammalian heart. We screened these mutant CMs with a flow cytometry-based single-cell assay of CM maturation. Sequencing of gRNAs from immature CMs compared with the input library identified gRNAs enriched or depleted in immature CMs, i.e., gRNAs that target genes that cells autonomously promote or antagonize CM maturation, respectively.

**Fig. 1:**
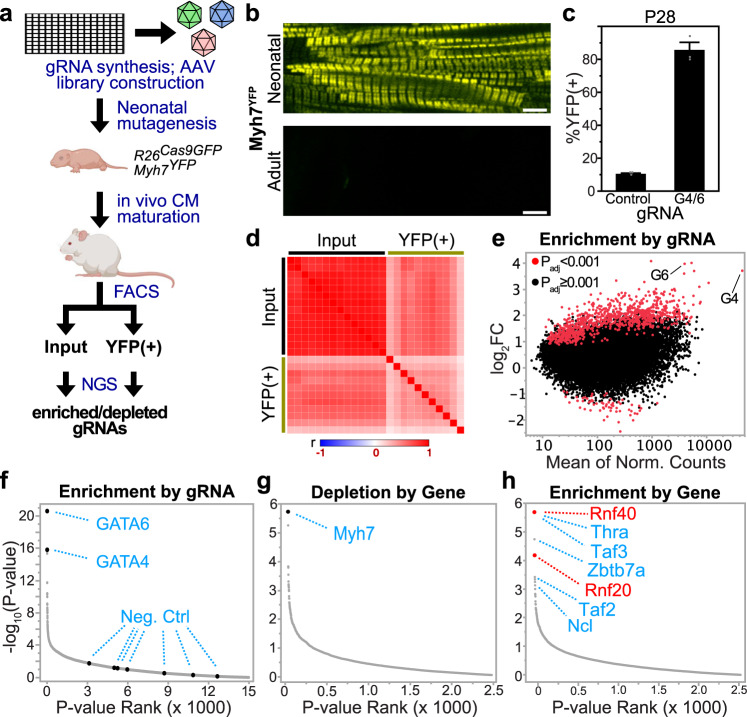
High-throughput in vivo CRISPR–Cas9-based forward genetic screen for regulators of cardiomyocyte maturation. **a** Schematic overview of the screen design. On-chip oligonucleotide synthesis was used to generate a pooled AAV library containing ~15 k gRNAs that targeted transcriptional regulators. These were delivered to neonatal mice, and a flow cytometry (FACS)-based single-cell screening assay was used to identify immature CMs. Enriched and depleted guides were identified by next-generation sequencing (NGS) of gRNAs. Artwork from biorender.com. **b** Myh7^YFP^ expression is restricted to neonatal stage. Scale bars = 5 μm; *n* = 5 mice. **c** Depletion of both GATA4 and GATA6 by CASAAV resulted in persistent MYH7^YFP^ expression. Data are presented as mean values + /− SEM. *n* = 3 mice per group. **d** Sample clustering by Pearson correlation (*r*). **e** DESeq2 differential expression analysis of individual gRNAs. Red dots are gRNAs with Benjamini–Hochberg corrected Wald test *p*-value < 0.001. GATA4 *P* = 1.5 × 10^−16^, GATA6 *P* = 2.4 × 10^−21^. **f** Enrichment of positive (GATA4/6) and negative control gRNAs within YFP^+^ CMs as calculated by DESeq2. **g** Gene depletion as calculated by MAGeCK. **h** Gene enrichment as calculated by MAGeCK.

To separate individual CMs with immature and mature phenotypes, we took advantage of developmentally regulated sarcomere gene isoform switching, a hallmark of CM maturation^1,19^. In mouse, sarcomere maturation, an essential driver of the overall CM maturation program^7^, involves silencing of myosin heavy chain 7 (*Myh7*) and upregulation of *Myh6*. In *Myh7*^*YFP*^ mice^20^, YFP is fused to endogenous MYH7, such that YFP fluorescence is controlled by endogenous *Myh7* regulatory elements. We hypothesized that *Myh7*^*YFP*^ could be used as a single-cell readout of CM-maturation state. Examination of *Myh7*^*YFP*^ myocardium from neonatal and adult mice verified that neonatal CMs exhibited strong YFP fluorescence, whereas YFP was nearly completely silenced in adult CMs (Fig. 1b). Since mutation of both *Gata4* and *Gata6* impairs CM maturation (Suppl. Fig. 1, Suppl. Data 1, and ref. ^21^), we next tested the effect of *Gata4/Gata6* mutation on *Myh7*^*YFP*^ expression. 

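RNA-seq of P6 CMs compared 3 libraries labelled Gata4/6 KO with 3 control libraries. The authors aligned the reads to mm10 with TopHat, counted them per gene with HTSeq and compared the groups with DESeq. Their deposited table holds, for each of 23284 genes, the mean of each group, the control mean over the KO mean, a p-value and an adjusted p-value. Counts per library were not analysed here, so a fold change from this table carries no SD, no library could be left out and the counts could not be tested again. Entries that name no gene held 68.9% of the summed means, most of it (63.1%) reads without a unique alignment, and reads that met no annotated feature added 5.70%. Genes with an average of at least 10 normalized counts over the group means were kept, and the authors' p-values for these 9731 genes were adjusted again by the Benjamini-Hochberg method. Gene lists were tested with cameraPR of limma on signed z-scores made from the same p-values, at a correlation between genes of 0.01.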

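In the authors' deposited table, transcripts of Gata6 were 2.66-fold higher in the libraries labelled KO (mean 1223 against 459.8 normalized counts; adjusted P here = 0.00300) and those of Gata4 1.15-fold higher (387 against 337). Reads over a whole gene include exons outside a deleted part, so these values check neither deletion nor label. The paper's reporter test with gRNAs against the same genes moved in the direction of immaturity. Some genes of the smooth-muscle contractile apparatus rose in the same table of the authors: the calponin gene Cnn1 by a log2 of 4.11 (adjusted P here = 6.18e-14), transgelin (Tagln) by 4.74 (0.00248) and smooth-muscle actin (Acta2) by 2.61 (6.26e-07). The fixed smooth-muscle list, with 3 genes tested, was not called (median log2 0.08, quartiles -0.84 to 1.27; list adjusted P = 0.585). In that list 1 gene was higher when adjusted over the list alone. The M-band gene Myom2 fell by a log2 of 3.69 (adjusted P here = 4.89e-14), the thick-filament gene Mybpc3 by 2.46 (8.90e-08) and the calcium release channel Ryr2 by 2.32 (8.68e-07) in the authors' table.
The switches of isoform were mixed. In the authors' deposited table the mature troponin I gene Tnni3 fell by a log2 of 1.53 (adjusted P here = 0.0173), and so did the fetal isoform Tnni1, by 1.35 (0.0226). The myosin genes lay on the sides of immaturity, Myh7 at a log2 of 1.23 and Myh6 at -1.04 in the authors' table, but neither passed the test (adjusted P here = 0.0513 and 0.0971). Of 12 neonatal sarcomere genes tested, 6 rose and 1 fell when adjusted over all genes (7 and 1 adjusted over the list alone; median log2 1.28, list adjusted P = 2.13e-08). Of 12 adult sarcomere genes none rose and 3 fell (1 and 6 over the list alone; median -0.84, adjusted P = 0.00131), a shift no longer called when genes were ranked instead (adjusted P = 0.252). Among 25 cell-cycle genes 7 fell (14 over the list alone; median -1.34, adjusted P = 3.97e-13), among them the topoisomerase gene Top2a at -1.87 (adjusted P here = 0.000374) in the authors' deposited table. Markers of other cells lay low as well: 8 endothelial genes had a median of -1.20 (list adjusted P = 0.353) and 7 fibroblast genes -0.93 (0.0861, and 0.0216 with ranks), with no gene called. In all, 260 genes were higher and 186 lower in the KO libraries after the authors' p-values were adjusted here.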

We found that CASAAV-Gata4/6, which expresses CM specific Cre and previously validated gRNAs targeting *Gata4* and *Gata6*^7^, markedly increased the fraction of transduced CMs that expressed YFP from 11% to 86% (Fig. 1c). These data show that *Gata4/6* mutation inhibits normal CM maturation, including maturational *Myh7* silencing, and supported the use of *Myh7*^*YFP*^ as a single-cell reporter of cardiomyocyte-maturation state.

Because the coordination of CM maturation suggested transcriptional regulation^2^, we focused our screen on transcriptional regulators. We developed a pooled CASAAV library comprising AAV-expressing CM-specific Cre and a gRNA designed to target a candidate gene. The candidate gene list (Suppl. Data 2) contained 1894 transcriptional regulators (transcription factors and epigenetic modifiers). Given that GATA4/6 regulate multiple aspects of CM maturation (Suppl. Fig. 1), we also included 259 genes differentially expressed in P6 Gata4/6 high-dose double-KO CMs, and 291 genes with strong adjacent G4 binding at P0 (Suppl. Data 1, 2). 

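Genes of the GATA class in the library included both directions of change. In the authors' deposited table the potassium channel genes Kcnj5 (log2 -2.96; adjusted P here = 0.000126) and Kcne1 (-2.56; 0.000605), which shape the cardiac action potential, fell. The pacemaker channel gene Hcn4 (2.32; 0.0111) and the elastin gene Eln (4.55) had higher values in the same table by the authors. Of 549 library genes outside the regulator class, 453 were expressed enough to test, and 259 of these passed an adjusted P of 0.05 here, 112 lower and 147 higher in the libraries labelled KO. With the authors' own adjusted p-values, which span more genes, the number was 260. The 446 genes called over the whole table included 324 with guides in the library, and 58.1% of those called lay in the GATA class. The remaining genes of that class were chosen for GATA4 binding, which was not analysed here.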

In total, 2444 genes were selected for targeting. Using a computational pipeline designed to optimize gRNA on-target activity and yield of frameshift mutations^22,23^, we designed six guides for each gene. 

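The deposited guide table listed 6 gRNAs for each of 2443 genes, or 14658 library guides, of which 11364 targeted transcriptional regulators and 3294 the GATA class. Rnf20 guides were placed on chromosome 4, such as CCGGTTCACAATCAACAGTG at 49638042-49638061, and Rnf40 guides on chromosome 7, such as GCGGTTGACGATGAGGAGTG at 127589648-127589667 (1-based positions on GRCm38.p6). Thra, the thyroid hormone receptor gene, was targeted among others by AAGCGGGAACAGCTCAAGAA at chromosome 11, 98763652-98763671. Of all guides in the table, 14659 matched a single site followed by the NGG motif of Cas9, 14367 of them within the gene the guide is named for and 14190 within its coding exons. Guides not counted within their gene were kept, because the table was tested as the authors named it. Such guides need not cut elsewhere, since the count depends on matching names. The spiked Gata6 guide was not counted, although its site lies in a coding exon of Gata6.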

Seven gRNAs that do not target the mouse genome were also included as negative controls. These 14675 gRNAs were synthesized as an oligonucleotide pool, cloned into the CM specific CASAAV vector, and packaged into AAV9 (see “Methods”). 

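None of the 7 human-directed control guides matched a site in the mouse reference that Cas9 could cut, while each library guide matched 1. The guides that recorded the spiked positive control were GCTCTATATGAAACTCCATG, in a coding exon of Gata6 (chromosome 18, 11063122-11063141), and GAGAGAGTGTGTCAATTGTG, in a coding exon of Gata4 (chromosome 14, 63204711-63204730). The Gata4 guide differed from the genome only by G1C, counted from 1 at the guide's 5' end, so it was placed by its remaining bases. A control without a target measures chance drift in guide frequency and does not measure the effect of a DNA break.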

To introduce a positive control, a small amount of the CASAAV-Gata4/6 vector was spiked into the AAV pool.

### Execution of in vivo CRISPR screen for CM-maturation factors

We subcutaneously injected the AAV library into newborn *R26*^*Cas9-GFP/+*^;*Myh7*^*YFP/+*^ pups at a dose sufficient to transduce approximately 50% of the myocardium. CMs were isolated from mice at four weeks of age. YFP^+^ CMs were isolated from the input pool by flow cytometry (Suppl. Fig. 2a). gRNAs in YFP^+^ and input pools were quantified by next generation sequencing. We analyzed 45 hearts in pools of three, resulting in 15 input and 15 YFP^+^ samples. 

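For the screen, 30 libraries recorded guide frequencies, 15 from sorted YFP+ CMs and 15 from input CMs. The authors trimmed the reads to the 20-bp guide, aligned them with Bowtie2 to mm10 and compared groups with DESeq2, and they ran MAGeCK on median-normalized counts for genes. The paper states that 11 YFP+ and 14 input samples passed quality control, and the deposited guide table does not name the libraries behind it. The deposited table gives a mean normalized count, a log2 fold change with its SE and a p-value per guide, so guide counts per library, and with them pairs of input and YFP+ pools, were not analysed here. The median guide had a mean of 139 normalized counts (10th to 90th percentile 26.0 to 829.6) and an SE of 0.357 on log2. Recomputing the adjusted p-values from the authors' p-values moved none by more than 0.00012. Guides were combined into genes by a robust rank aggregation written for this purpose, which compares the ranks of a gene's 6 guides with 100000 random sets of guides.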

In total, four million transduced CMs were analyzed, of which 365,000 were YFP^+^. In total, 11 YFP^+^ and 14 input samples passed quality control (Suppl. Fig. 2) and separated into distinct clusters (Fig. 1d). In total, 834 gRNAs were significantly enriched within YFP^+^ samples (adj. *P* < 0.001; Suppl. Data 3), with the *Gata4* and *Gata6* positive control gRNAs being among the most enriched (Fig. 1e). 

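The spiked Gata6 guide was enriched by a log2 of 3.97 (SE 0.380, adjusted P = 2.36e-21) and the Gata4 guide by 3.70 (SE 0.402, adjusted P = 1.49e-16) in the authors' deposited table. The best library guide against the ubiquitin ligase gene Rnf20 stood above both at 4.07 (SE 0.442, adjusted P = 1.49e-16), and the best against its partner Rnf40 at 4.00 (SE 0.495, adjusted P = 1.80e-12), again in the authors' table. The Gata4 control guide alone had a mean of 45666 normalized counts in the authors' table, the highest of all guides, as a spiked vector can have. Library guides also hit the same cardiac regulators in the authors' table: Gata4_1 at 3.08 (adjusted P = 4.52e-07) and Gata6_6 at 2.24.
Among all 14667 guides, 834 were enriched and 62 depleted at an adjusted P of 0.001, and the higher side held 93.1% of the calls. The library as a whole was not centred on 0: the median library guide lay at 0.49 and 78.3% of guides lay above 0. Tests centred on the mean of the negative controls called 70 guides enriched and 388 depleted, so that the enriched share fell to 15.3%. Guides with a mean of at least 50 normalized counts accounted for 597 of the enriched and 54 of the depleted guides. The order of guides by log2 does not depend on the centre. The number called does, and gene p-values of the rank aggregation can move in either direction. Centred on the control mean, that of Gata4 went from 3e-05 to 0.0241 and that of Poc1b from 0.0591 to 0.0231.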

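Of the guides that cut no mouse gene, Human_2 had the smallest adjusted P, 0.0180, in the authors' deposited table, and none of the 7 passed 0.001. The controls lay between a log2 of -0.23 and 1.26, with 2 of them below 0, and averaged 0.557 (SD 0.546, n = 7). An exact sign-flip test over 128 flips gave a p of 0.0625 for that mean, with an interval at 95% from -0.108 to 1.06. Sets of 7 guides drawn at random from the library, not matched on mean count, had a lower mean in 58.4% of 10000 draws. The controls thus behaved like an average library guide. The input libraries came from all CMs, and these guides alone cannot separate an offset shared by every guide from a real gain of the controls.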

The seven human-targeting negative control gRNAs did not show enrichment (Fig. 1f). 

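Genes of transcription initiation stood among those whose guides were enriched as a set. Of 9 TFIID genes in the library, which load RNA polymerase II at promoters, Taf1, Taf2 and Taf3 were called (hypergeometric adjusted P = 0.0499; 2 when adjusted over the list alone), and of 9 genes of the COMPASS complexes that methylate H3K4, Cxxc1, Hcfc1 and Rbbp5 were called (adjusted P = 0.0499; 1 over the list alone). Of 12 cardiac transcription factors, 5 were called: Gata4, Gata6, Hand2, Nkx2-5 and Tbx5 (adjusted P = 0.00399; 3 over the list alone), and Tead1 was called depleted. Tested over their guides, these factors did not pass (cameraPR adjusted P = 0.109). TFIID and COMPASS passed that test (adjusted P = 0.00250 and 0.0205). Both lost the call at a correlation of 0.05 between guides (0.0929 and 0.249) and with ranks (0.0537 for each). Both H2B ubiquitin ligase genes were called among 6 genes of that pathway (adjusted P = 0.106). No gene of 11 in the deacetylase complex NuRD and none of 8 in Krab-mediated silencing was called enriched.
By own rank aggregation, 138 genes were enriched and 116 depleted at a p of 0.05, and in simulated guides without any changed gene 121 of 2443 genes passed the same level. After Benjamini-Hochberg adjustment 8 genes remained enriched (Thra, Rnf40, Taf3, Taf2, Zbtb7a, Rnf20, Ccnk and Gata4) and 1 depleted. Of the 121 genes the authors' MAGeCK run called, 51 were shared with the 138 (6.83 by chance), and of the 148 depleted, 44 were shared with the 116 (7.02 by chance). Regulators and GATA-class genes were enriched at alike rates, 5.54% and 6.01% (Fisher exact p = 0.675).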

We used MaGeCK^24^ to consolidate the six gRNA enrichment scores per gene into a single score. gRNAs targeting 121 genes were significantly enriched within YFP^+^ CMs, while gRNAs targeting 148 genes were depleted (*P* < 0.05; Suppl. Data 3). 

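Loss of the Myh7 guides from YFP+ cells rested on 3 of the gene's 6 guides. In the authors' deposited table AACTCGCATACTTACATCCG, in a Myh7 coding exon on chromosome 14 (54989963-54989982), fell by a log2 of 2.46 (SE 0.361, adjusted P = 7.31e-09), AGTGAAGCCCAGCACGTCAA fell by 2.03 (SE 0.384, adjusted P = 1.56e-05) and Myh7_5 fell by 1.63 (adjusted P = 0.000622). Of the other Myh7 guides in the authors' table, Myh7_2 (-0.28) and Myh7_4 (0.02) stayed near 0, and GCACAGCCCCTTAAGCAGGT lay on the opposite side at 1.43 (SE 0.400, adjusted P = 0.00351). The rank aggregation put Myh7 first among depleted genes (p = 1e-05, the smallest its random sets can give; adjusted P = 0.0244; median log2 -0.95). Far behind it came Sec13, of the nuclear pore and the COPII coat (p = 0.00057), the protein kinase A subunit Prkar1a (0.00162) and the Mediator gene Med14 (0.0019). None of these reached an adjusted P of 0.05. All Myh7 sites also lie within the overlapping gene Gm31251, so a guide there cuts both.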

The top-ranked depleted gene was *Myh7* (Fig. 1g), which was expected given that YFP fused to *Myh7* was the screen readout. 

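Thyroid hormone drives the switch from fetal to adult myosin, and guides against its receptor Thra were enriched by a log2 of 3.69 (SE 0.455, adjusted P = 1.68e-12), 3.24 (9.97e-11) and 2.27 (9.04e-10) in the authors' deposited table. For Rnf40, the ring finger partner in the H2B ligase, the authors' table held 4 enriched guides, with Rnf40_4 at 2.89 (adjusted P = 4.44e-08) and Rnf40_2 at 2.25 (4.78e-11) next to the best. For Rnf20 there were also 4, Rnf20_2 at 2.00 (adjusted P = 4.06e-05) and Rnf20_6 at 1.93 (3.19e-06) following the best guide, while Rnf20_4 stayed at 0.31 (0.405) in the table of the authors. Nucleolin (Ncl), which acts in ribosome assembly, had 3 enriched guides in the authors' deposited table, led by ATTCCAACACCGGGTAAGAA at 2.40 (SE 0.414, adjusted P = 1.97e-06).
Over all 6 guides the median log2 was 1.72 for Thra, 1.79 for Rnf40, 1.91 for Rnf20 and 1.40 for Ncl. In the rank aggregation no random set reached the first 3 of these genes (p = 1e-05, adjusted P = 0.00407), and Ncl ranked 9th with p = 0.00024, which did not pass after adjustment (adjusted P = 0.0652).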

Among the enriched genes were thyroid hormone receptor alpha (*Thra*) and nucleolin (*Ncl*), established regulators of maturation^25,26^, as well as many novel candidates (Fig. 1h; Suppl. Data 3), including both *Rnf20* and *Rnf40*, which encode components of an epigenetic complex that monoubiquitinates histone 2B^27,28^.

### Validation of candidate factors identified by genetic screen

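The TFIID genes Taf2 and Taf3 had 5 and 4 enriched guides, with a median log2 of 2.20 and 2.09 over their 6 guides. The best Taf3 guide, CTTGAGGTTCCGCTGGAGAG, reached 2.99 (adjusted P = 2.36e-09) in the authors' deposited table, and Taf2_5 reached 2.51 (1.70e-05). For Zbtb7a, a zinc-finger repressor, 3 guides were enriched (median 1.67), Zbtb7a_3 at 2.77 (adjusted P = 8.32e-07) in the authors' table. Next in the rank aggregation came the cyclin gene Ccnk, a partner of kinases that phosphorylate RNA polymerase II, with 4 enriched guides (median 1.43, p = 2e-05, adjusted P = 0.00698), which the authors' MAGeCK table ranks 32nd. Gata4 followed (p = 3e-05, adjusted P = 0.00916; median 1.32), with a p of 0.0255 at a fixed alpha of 0.05 and of 0.0241 centred on the controls, and the authors' MAGeCK table places it 97th. Ptchd3 took the 10th rank here without a single guide past 0.001 (p = 0.00044, median 1.23), and the authors' MAGeCK table places it 976th.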

To validate the top 10 most enriched candidate genes (Fig. 2a), the most highly enriched gRNA for each factor was cloned into separate CASAAV vectors. These were used to deplete individually each factor at birth. To focus on cell-autonomous effects and avoid secondary effects related to organ dysfunction^5–7^, we used an AAV dose that transduced a small fraction of CMs. Among the transduced (GFP + ) cells, we observed robust upregulation of *Myh7*^*YFP*^ for seven of the ten candidates: *Rnf40*, *Rnf20*, *Taf3*, *Taf2*, *Thra*, *Zbtb7a*, and *Ncl* (Fig. 2a, b; Suppl. Fig. 3a). We focused subsequent analyses on these seven target genes. Of the three candidates that did not validate, one (*Poc1b*) was a false positive as it did not increase YFP expression. The remaining two (*Setd6* and *Eif3i*) caused modest but significant persistence of YFP. 

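Poc1b, a centriole gene, had 2 enriched guides: CCTATTAGCCTCTGCCTCGA at a log2 of 3.32 (SE 0.550, adjusted P = 5.83e-07) and Poc1b_2 at 1.14 (0.000760) in the authors' deposited table, while Poc1b_6 lay at -0.79 (0.0579). The methyltransferase gene Setd6 had Setd6_4 at 1.65 (adjusted P = 7.49e-05) and Setd6_3 at 1.31 (0.000280) in the authors' table, and the translation initiation gene Eif3i only Eif3i_4 at 2.27 (2.31e-06). By own rank aggregation Poc1b (p = 0.0591), Eif3i (0.0548) and Setd6 (0.0523) stayed just short of 0.05. That run counted guides up to a share (alpha) of 0.583. At a fixed alpha of 0.05 all of these genes passed (p = 0.0262 for Poc1b, 0.0390 for Eif3i and 0.0233 for Setd6). The rank aggregation thus does not set Poc1b apart from the other candidates. The paper reports that the most enriched guide against Poc1b did not raise YFP when tested alone.
Over the library, 673 genes had at least 1 enriched guide, 125 at least 2 and 26 at least 3. All 26 genes with 3 or more were called by the rank aggregation, against 69 of the 125 genes with 2 or more, which include the 26. The rank aggregation uses the same guides, so this is no independent test of a minimum of 3 guides.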

Notably, all three of these candidates had less than three gRNAs with DESeq2 enrichment p-value <0.001, suggesting an additional criterion that could improve screen stringency.

**Fig. 2:**
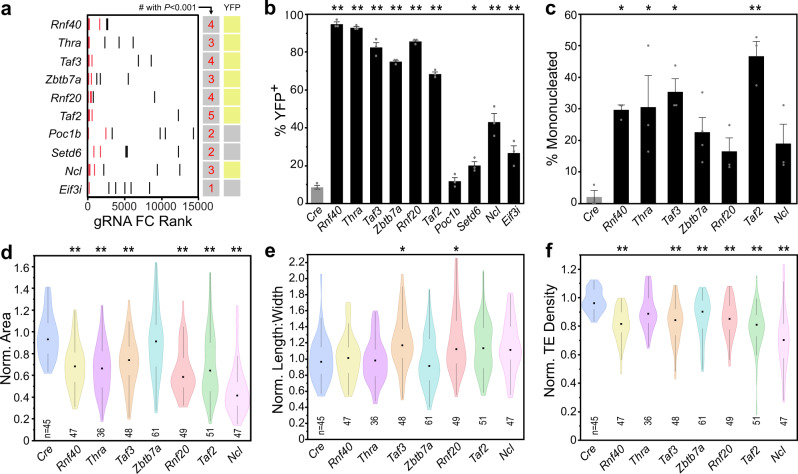
Validation of top candidates from the forward genetic screen. **a** Top ten candidates ranked by MAGeCK enrichment score (lower rank indicates greater enrichment). The six guides for each candidate are ranked by individual enrichment. Enriched gRNAs with Benjamini–Hochberg corrected Wald test *P* < 0.001 are colored in red and summed in the first column. Candidates were tested by treating *R26*^*Cas9-GFP*^*; Myh7*^*YFP*^ neonatal pups with the most highly ranked individual gRNA. AAV-Cre without gRNA served as negative control. Presence (column 2, yellow box) or absence (gray box) of persistent YFP expression at four weeks was assessed by imaging fixed, dissociated CMs. **b** Quantification of Myh7^YFP^ activation within transduced (GFP + ) CMs by flow cytometery. AAV-Cre was used as negative control. *n* = 3. *P* for all genes, except Poc1b and Setd6, was <0.0001. Setd6 *P* = 0.0111. **c** Quantification of mononucleation among dissociated, GFP + control CMs or YFP + candidate-depleted CMs. *n* = 3. Significant *P*: Rnf40, 0.0128; Thra, 0.0102; Taf3, 0.0027; Taf2, 0.0001. Error bars denote standard error. **d**–**f** Normalized projected area (**d**) and length:width ratio (**e**) of control and candidate-depleted CMs. Measurements from dissociated YFP + CMs were normalized to YFP- cells from the same heart. Significant *P*, area: Rnf40, Thra, Taf3, Rnf20, Taf2, and Ncl <0.0001. Significant *P*, length-to-width: Taf3, 0.007; Rnf20, 0.0042. **f** T-tubule transverse element density for control and candidate-depleted CMs as measured by AutoTT software-based quantification of CAV3 immunostaining. Significant *P*: Rnf40, Taf3, Rnf20, Taf2, Ncl < 0.0001; Zbtb7a, 0.0003. Bar plots show mean ± SD. At least 69 CMs from three mice were measured per group. Violin plots: shape indicates data distribution; point, median; whiskers, starts at quartile and extends 1.5 times the interquartile distance. Dunnett’s two-tailed *t*-test vs. Cre control: *P < 0.05, **P < 0.001. Source data are provided as a Source Data file.

We analyzed the effect of individual CASAAV vectors on additional hallmarks of maturation—CM nucleation, size, and T-tubulation. The seven CASAAV vectors, or AAV-Cre lacking gRNA (control), were delivered individually to newborn mice at a mosaic dose. At one month of age, CMs were dissociated, fixed, and stained to visualize T-tubules (CAV3) and nuclei (DAPI). The effects of CASAAV vectors on transduced (GFP + ) CMs were compared with AAV-Cre for three additional parameters of CM maturation: multinucleation, maturational hypertrophy, and T-tubulation. Three of the seven CASAAV vectors, *Rnf40*, *Taf3*, and *Taf2*, negatively impacted all maturation parameters (Fig. 2c–f; Suppl. Fig. 3a–e). CASAAV-Rnf20 impaired maturational growth and T-tubulation, but the increase in mononucleation did not reach statistical significance. *Zbtb7a* impaired T-tubulation, but did not influence maturational hypertrophy or mononucleation. These results validated the requirement of seven of the 10 candidates for multiple facets of CM maturation, and also demonstrate that the overall maturational program can be separated into independently regulated, dissociable subprograms^7^.

### RNF20/40 are required for regulation of CM maturation

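Weaker guides against the ligase genes included Rnf20_5 at a log2 of 1.90 (adjusted P = 0.000121), Rnf20_3 at 1.69 (0.00142), Rnf40_6 at 1.33 (9.32e-05), Rnf40_5 at 1.11 (0.0224) and Rnf40_3 at 1.08 (0.00495) in the authors' deposited table. In that MAGeCK table of the authors Rnf40 ranks 1st and Rnf20 6th among the enriched genes. Tested as a group over guides with cameraPR, the genes of H2B ubiquitination were shifted upward (adjusted P = 0.00250), as were TFIID (0.00250), the initiation factors eIF (0.00283) and COMPASS (0.0205). At a correlation of 0.05 between guides none of these groups passed (adjusted P = 0.0644, 0.0929, 0.0644 and 0.249), and with ranks only eIF did (0.0367, against 0.0537 for each of the other 3). Among the other chromatin groups, single genes were called: Trrap of 5 SAGA genes, Med30 of 17 Mediator genes, Suz12 of 15 Polycomb genes, Ep400 of 11 INO80 genes, and Pbrm1 and Smarca4 of 20 SWI/SNF genes. Thra was the single nuclear receptor called of 21. With so few calls, none of these groups passed the hypergeometric test (adjusted P = 0.547 or above). Of all regulators 5.54% were called. Mediator (Med14 and Med17) and SWI/SNF (Dpf2 and Smarcd3) had depleted genes as well.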

*Rnf20* and *Rnf40* were two of the most enriched genes in the screen, and their depletion broadly impaired CM maturation. These genes encode subunits of an E3 ubiquitin ligase that monoubiquitinates histone 2B at lysine 120 (H2Bub1)^18,29^, an epigenetic mark that regulates the expression of a subset of genes and that has been implicated in developmental transitions and cancer^30^. Human genetic studies implicate de novo *RNF20*/*RNF40* mutations in congenital heart disease^16,17^. The postnatal cardiac functions of these genes have not been studied. For these reasons, we investigated the mechanisms by which RNF20/40 regulate CM maturation.

We investigated the expression profile and transcriptional regulation of *Rnf20/40*. Mining of a single-cell RNA-seq data set from the adult mouse heart revealed that Rnf20 and Rnf40 are expressed in CMs and several other cell populations in the adult mouse heart (Suppl. Fig. 4a–c)^31,32^. In cardiomyocytes, *Rnf20* and *Rnf40* transcript levels were similar between neonatal and adult stages (Suppl. Fig. 4d). Examination of our previously reported core cardiac transcription factor ChIP-seq datasets^33^ demonstrated strong binding of multiple transcription factors, including GATA4, NKX2–5, and SRF, at the promoters of both genes (Suppl. Fig. 4e, f). Consistent with our observation of stable postnatal gene expression, we did not observe significant differences in transcription factor binding at either locus between fetal and adult stages. These results could suggest developmental post-transcriptional regulation of RNF20/40 function, developmental regulation of cofactors, or developmental regulation of RNF20/40 recruitment to regulate genes.

We created a single CASAAV vector (CASAAV-RNF20/40) containing gRNAs that target both factors and validated that it depleted RNF20/40 (RNF Cas-KO) and H2Bub1 (Fig. 3a, b). H2Bub1 was more depleted than RNF20/40, possibly because some CRISPR mutations in *Rnf20* or *Rnf40* might impair activity but not immunoreactivity, and because RNF20 and RNF40 are likely both required for enzymatic activity to write H2Bub1^18^. When given at a dose that transduced most CMs (“full dose”), CASAAV-RNF20/40 caused cardiac dysfunction, dramatic elevation of Myh7^YFP^ expression, and death (Fig. 3c–e). At a dose that transduced a small fraction of CMs (“mosaic dose”), RNF20/40 depletion cell autonomously impaired CM maturation (Fig. 3f–n).

**Fig. 3:**
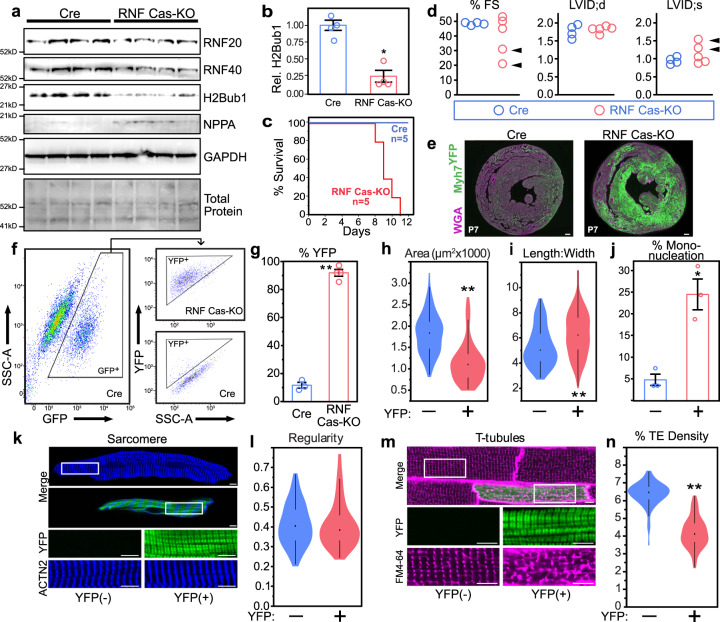
Characterization of CASAAV-RNF20/40 and RNF20/40-depleted CMs. **a–d** Neonatal pups were treated with CASAAV-RNF20/40 (RNF Cas-KO) at a dose that transduced most CMs. Western blotting of ventricular apexes (**a**) was performed to measure protein levels of RNF20, RNF40, H2Bub1, and NPPA, with GAPDH internal control. RNF20, RNF40, and H2Bub1 were depleted, whereas NPPA was upregulated. *n* = 4 mice per group. Quantification of H2Bub1 (**b**) showed significant 74% reduction (*P* = 0.0007), consistent with reduced RNF20/40 ubiquitin ligase activity. Reduction in tissue samples with multiple cell types underestimates changes in cardiomyocytes. Survival curve (**c**) demonstrated death of juvenile RNF Cas-KO mice in the majority of CMs. At P7, before the onset of lethality, echocardiography (**d**) showed that a subset of mice (arrowheads) exhibited cardiac dysfunction (reduced fractional shortening percentage and increased LV internal diameter at end systole). **e** Sections of RNF Cas-KO hearts (*n* = 3 mice) at P7 showed dramatic upregulation of Myh7^YFP^ compared with controls (*n* = 3 mice). Scale bars = 200 μm. **f**–**n** In order to avoid non-cell-autonomous secondary effects of heart failure, CASAAV-RNF20/40 was administered to newborn *R26*^*Cas9-GFP/+*^;*Myh7*^*YFP/+*^ pups at a mosaic dose. Analysis was performed at P28. **f** Representative flow cytometry analysis. Cells were gated on GFP (transduction marker) and then on YFP. **g** Quantification of YFP + transduced CMs. RNF Cas-KO markedly increased the fraction of transduced CMs that retained *Myh7*^*YFP*^ expression at P28 (92% of CASAAV-RNF20/40-transduced CMs, compared with 13.5% of AAV-Cre; *P* < 0.0001). **h**–**n** Analysis of CM maturation. RNF Cas-KO CMs were markedly smaller than controls (**h**; *P* < 0.0001), with a moderate increase in length-to-width ratio (**i;** *P* = 0.0002). **j** These RNF20/40-depleted CMs had increased mononucleation (*P* = 0.0207). **k**–**l** However, sarcomere organization appeared unperturbed. In total 89 YFP- and 93 YFP + CMs were randomly selected from three mice in equal proportions for quantification. **m**, **n** T-tubules were markedly disrupted, as determined by optical sectioning of freshly isolated, FM4–64-perfused hearts followed by quantitative analysis of T-tubule transverse element (TE) density (*P* < 0.0001). In total 79 YFP- and 69 YFP + CMs were randomly selected from three mice in equal proportions for quantification. Collectively, these phenotypes observed in RNF Cas-KO CMs indicate that maturation is impaired. Source data are provided as a Source Data file. Scale bars in *k* and *m* = 5 μm. Violin plots: shape indicates data distribution; point, median; whiskers, starts at quartile and extends 1.5 times the interquartile distance. Bar plots: error bars denote standard error. Two-tailed t-test: *P < 0.05, **P < 0.001.

As CMs mature, they become polyploid, making simultaneous mutagenesis of all alleles by CASAAV-based indel formation more difficult. To bypass this difficulty, and further validate our CASAAV-based findings, we acquired a conditional *Rnf20* allele, *Rnf20*^*fx*^^34^. Injection of *Rnf20*^*fx/fx*^*; R26*^*fsTomato*^ newborn pups with a mosaic dose of AAV-TnT-Cre resulted in robust depletion of H2Bub1 within transduced CMs (*Rnf20* KO; Suppl. Fig. 5a, b). Subsequent analysis of CM area, length, width, and T-tubule organization revealed an immature phenotype consistent with our CASAAV-based observations (Suppl. Fig. 5c–i). To determine if the dependence of mature CM phenotype on RNF20 is developmental stage specific, we treated *Rnf20*^*flox*^*;R26*^*fsTomato*^ mice with a mosaic dose of AAV-TnT-Cre at eight weeks of age and dissociated CMs for analysis at 12 weeks. Area, length, and width of CMs were unaffected by mosaic RNF20 KO (Suppl. Fig. 5j–l). In contrast, T-tubule organization was disrupted, with KO CMs demonstrating decreased transverse element density and increased longitudinal element density (Suppl. Fig. 5m–p). These data indicate that RNF20 is necessary in adult CMs for maintenance of some features of maturation (T-tubules) but not others (size and overall morphology).

### Transcriptional regulation of CM maturation by RNF20/40

To measure the effect of RNF20/40 depletion on gene expression during maturation, we conducted transcriptional profiling. Newborn *R26*^*fsCas9-2A-GFP/+*^;*Myh7*^*YFP/+*^ mouse pups were injected with a mosaic dose of CASAAV-RNF20/40 vector or a control vector containing Cre without gRNAs. At P28, hearts were dissociated and flow cytometry was used to recover YFP^+^ CMs transduced with CASAAV-RNF20/40 or control GFP^+^ CMs transduced with Cre. 

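RNA-seq covered 5 RNF Cas-KO and 5 control samples of P28 CMs. Because the RNF Cas-KO cells were sorted for YFP and the control cells were not, the comparison joins the effect of losing RNF20/40 with the choice of cells that still express Myh7. The authors quantified transcripts with kallisto against the Ensembl cDNA set, summed them with tximport and compared groups with DESeq2. Their deposited table gives, for 22250 genes, a mean rounded to a whole number, a log2 fold change, its SE and a p-value, and 22227 genes have a p-value. Values per sample were not analysed here, so overlap between the samples of each group could not be judged for any gene. The 13498 genes with a mean of at least 10 were kept, and the authors' p-values for them were adjusted by the Benjamini-Hochberg method. The means summed to 28785242 normalized counts.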

We analyzed the transcriptomes of each group by RNA-seq (Fig. 4a). 

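Muscle and stress genes were among those that rose. In the authors' deposited table Tnni2, the fast skeletal troponin I, rose by a log2 of 4.14 (SE 0.407; adjusted P here = 6.07e-22), the calponin gene Cnn1 by 5.02 (SE 0.451; 3.02e-26), the stress cytokine Gdf15 by 2.98 (SE 0.286; 5.05e-23) and the galectin gene Lgals3 by 3.55 (SE 0.335; 7.32e-24). The largest fall reported here was that of the calcium pump gene Atp2a1 at -4.85 (SE 0.439; adjusted P here = 6.29e-26) in the authors' table. The glucose transporter gene Slc2a4 fell by 1.73 (SE 0.273; adjusted P here = 9.76e-09) and the muscle enolase gene Eno3 by 1.88 (SE 0.344; 1.33e-06) in the authors' table.
At an adjusted P of 0.05, 1273 genes were higher and 1124 lower of the 13498 tested, and 896 and 464 of them differed at least 2-fold. Large rises were thus more frequent than large falls. The authors' own adjusted p-values, given for 16778 genes, gave 1482 and 1099.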

Principal component analysis showed clear separation of sample groups (Fig. 4b), and differential gene expression analysis revealed approximately 1400 upregulated and 1100 downregulated genes (*P*_*adj*_ < 0.05, Fig. 4c, and Suppl. Data 4). 

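Transcripts of Rnf40 were 3.12-fold lower in RNF Cas-KO CMs (log2 -1.64, SE 0.189, in the authors' deposited table; adjusted P here = 5.48e-16), and those of Rnf20 had a log2 of -0.89 (SE 0.308; adjusted P here = 0.0262). A frameshift does not by itself remove a transcript, so these values do not give the share of cells edited. With Rnf20 and Rnf40 included, 15 genes of the H2B ubiquitination pathway were tested, of which 3 were lower and 1 higher, with a median log2 of -0.03 (list adjusted P = 0.373). The third lower gene, Atxn7l3, whose protein serves the enzyme that removes ubiquitin from H2B, fell by 0.73 (adjusted P here = 0.0444), and the elongation factor gene Wdr61 rose by 0.61 (0.00555) in the authors' deposited table.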

As expected, *Rnf20* and *Rnf40* were among the downregulated genes (*P*_*adj*_ = 0.029 and <0.001, respectively). 

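Tnni1, the slow troponin I of the fetal heart, rose 79.6-fold in the authors' deposited table (log2 6.32, SE 0.328; adjusted P here = 2.61e-78), and its adult counterpart Tnni3 fell by a log2 of 1.05 (SE 0.368; adjusted P here = 0.0286). The ratio of Tnni1 to Tnni3 thus changed 165.1-fold (log2 7.37, SE 0.493; 95% interval 84.5 to 322.5), with the SEs of the genes treated as independent. Nearly all of this lies in Tnni1. The myosin pair moved less: Myh7 rose by 1.92 (SE 0.251; adjusted P here = 1.98e-12) and Myh6 fell by 1.28 (SE 0.278; 7.53e-05) in the authors' deposited table. Since the KO cells were sorted for YFP fused to MYH7, the rise of Myh7 is not separated here from the choice of cells. The paper reports that most CMs transduced with this vector at a mosaic dose kept YFP at P28. By that report the sort left out only a minority of transduced KO cells. Behind Tnni1, the largest rises in the authors' table among genes with a mean of at least 50 were those of the macrophage gene Cd5l (6.11), the retinol carrier Rbp4 (5.56) and Lrtm2 (5.34).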

The ratio of fetal (*Tnni1*) to mature (*Tnni3*) troponin I isoforms, a molecular signature of CM maturational state^35^, was increased by 165-fold in RNF Cas-KO CMs (*P* < 0.001), with *Tnni1* being the most upregulated gene in the dataset. To assess the genome-wide impact of RNF20/40 depletion on the maturational status of the CM transcriptome, we assessed the enrichment of RNF20/40 differentially expressed genes among the 100 most neonatal- or adult-biased genes (Suppl. Fig. 6, Suppl. Table 1, Suppl. Data 5) using Gene Set Enrichment Analysis (GSEA)^36^. Genes downregulated in RNF20/40-depleted CMs were highly enriched for adult-biased genes (normalized enrichment score (NES) = −1.41; Fig. 4d), while upregulated genes were highly enriched for neonatal-biased genes (NES = 1.76; Fig. 4e). These data confirm that RNF Cas-KO CMs fail to activate the transcriptional network of mature CMs and instead persistently express genes associated with immaturity.

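Many structural genes of the adult CM fell, but not all. By the authors' deposited table, the adult M-band gene Myom2 fell by a log2 of 1.85 (SE 0.277; adjusted P here = 1.33e-09), troponin T (Tnnt2) by 1.15 (SE 0.178; 4.11e-09) and the calcium pump Atp2a2 by 1.45 (SE 0.258; 5.80e-07), while the fetal light chain Myl4 rose by 2.16 (SE 0.403; 2.16e-06) and the natriuretic peptide gene Nppa by 2.64 (SE 0.360; 1.62e-11). Of 12 neonatal sarcomere genes 7 rose and none fell (the same when adjusted over the list alone; median log2 0.84, list adjusted P = 3.56e-10). Of 12 adult sarcomere genes none rose and 7 fell (9 over the list alone; median -0.86, list adjusted P = 1.80e-05). Of 12 fetal and stress genes 10 rose (10 over the list alone; median 1.29, list adjusted P = 3.56e-10). Of 17 ion channel genes 5 fell and none rose (median -0.51, list adjusted P = 0.000928), among them the potassium channel subunit Kcnip2 at -1.66 (SE 0.259; adjusted P here = 7.36e-09) in the authors' table. Genes of calcium handling were divided, 2 higher and 5 lower of 17 (median -0.44), and their list adjusted P of 0.0198 became 0.0740 at a correlation of 0.05.
The paper concludes from its own gene sets that mature CM genes stayed off and genes of immaturity stayed on. The neonatal and adult lists tested here moved in those directions, but not every mature gene was called over all genes. In the authors' deposited table the ventricular light chains Myl2 (-0.65, adjusted P here = 0.139) and Myl3 (-0.83, 0.107) lay lower without passing. The titin gene Ttn did not pass either (-0.13, adjusted P here = 0.882), and the titin cap gene Tcap lay higher (0.34, 0.637) in the authors' table. Markers of other cells had a median log2 of -0.37 for 12 endothelial genes (list adjusted P = 0.121, and 0.0179 with ranks), -0.42 for 11 fibroblast genes (0.314), -0.51 for 10 macrophage genes (0.314) and -0.37 for 8 smooth-muscle genes (0.232). Single macrophage and smooth-muscle genes passed in each direction and no endothelial or fibroblast gene did.

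**Figure D1:**
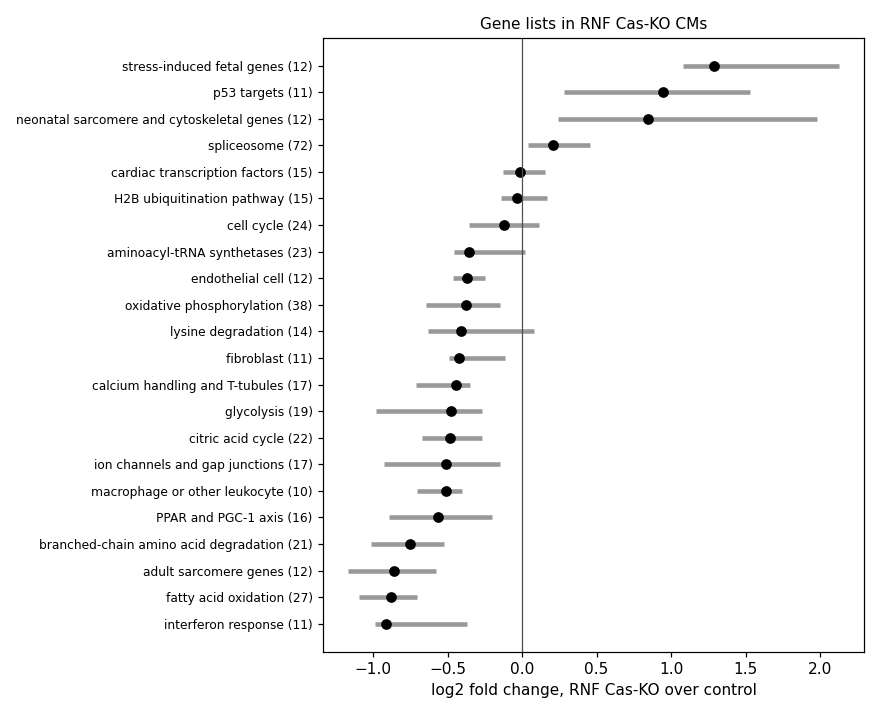
Median log2 fold change of RNF Cas-KO over control CMs (black dots) with quartiles (grey bars) for the gene lists with at least 10 genes tested, the number of genes in brackets.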

**Fig. 4:**
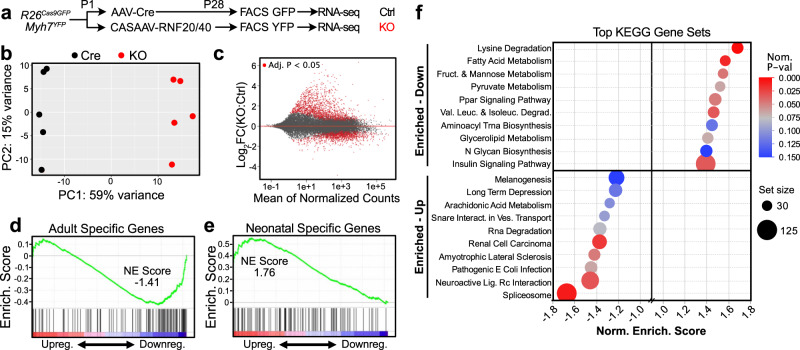
Transcriptional profiling of mosaic *RNF20/40*-depleted CMs. a Experiment overview. **b** Principal component analysis of RNA-seq replicates. **c** Differentially expressed genes. Red indicates Benjamini–Hochberg-corrected Wald test *P* < 0.05. **d**, **e** Gene set enrichment analysis with custom gene sets for “Adult Specific Genes” (**d**) or “Neonatal Specific Genes” (**e**). RNF20/40-depleted cells were depleted for adult-specific genes and enriched for adult-specific genes. **f** Gene set enrichment analysis of indicated KEGG pathway gene sets, using genes ranked by their expression in RNF20/40-depleted CMs compared with control CMs. GSEA nominal P-val is not corrected for set size or multiple-hypothesis testing, the Normalized Enrichment Score. Source data are provided as a Source Data file.

We next analyzed the RNA-seq data to identify biological processes enriched within the RNF Cas-KO differentially expressed genes (Suppl. Table 2). Many metabolism-related gene sets were enriched within the downregulated genes (Fig. 4f), including fatty acid metabolism and PPAR signaling, two pathways strongly associated with CM maturation^37,38^. 

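Most genes of fatty acid oxidation fell. The authors' deposited table shows falls by log2: the long-chain dehydrogenase gene Acadvl fell by 1.20 (SE 0.218; adjusted P here = 1.19e-06), the carnitine transferase gene Cpt1b by 0.88 (SE 0.267; 0.00902), the uptake gene Slc27a1 by 1.29 (SE 0.227; 4.21e-07) and the lipid droplet gene Plin5 by 1.51 (SE 0.335; 0.000121). The receptor gene Ppara itself was lower at -0.94 (SE 0.281; adjusted P here = 0.00772), whereas the coactivator gene Ppargc1a did not pass (-0.30, SE 0.346; 0.646) in the authors' table. Of 27 fatty acid oxidation genes 18 fell and none rose (23 over the list alone; median log2 -0.88, list adjusted P = 3.56e-10), and of 16 PPAR genes 5 fell (5 over the list alone; median -0.56, list adjusted P = 0.00904).
Breakdown of branched-chain amino acids fell as a list too, 11 of 21 genes (14 over the list alone; median -0.75, list adjusted P = 5.42e-08), with the carboxylase gene Mccc1 at -1.37 (SE 0.244; adjusted P here = 5.91e-07) in the authors' table. Falls were shallower for lysine degradation (5 of 14 genes; median -0.41, list adjusted P = 0.0124), glycolysis (9 of 19; -0.48, 9.68e-06), the TCA cycle (5 of 22; -0.49, 0.000414) and oxidative phosphorylation (4 of 38; -0.38, 0.00298), and the medians of these lists lay within 95% of random lists (percentiles 3.34 to 9.68). The tRNA synthetase list, with 6 of 23 genes lower (median -0.36, list adjusted P = 0.0230), lost its call at a correlation of 0.05 between genes (adjusted P = 0.101).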

Upregulated genes were enriched for a greater diversity of biological processes, with spliceosome-associated genes being most enriched (Fig. 4f).

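Splicing genes rose by little. Core snRNP genes in the authors' deposited table, Snrpd1 (log2 0.74, SE 0.251; adjusted P here = 0.0228) and Snrpg (adjusted P here = 0.0126), were higher. Of 72 spliceosome genes tested, 6 rose and none fell (0 and 0 when adjusted over the list alone), with a median log2 of 0.21 and a list adjusted P of 0.0382, which became 0.249 at a correlation of 0.05 between genes and 0.000320 with ranks. Targets of p53 rose further: 5 of 11 were higher (6 over the list alone; median 0.95, list adjusted P = 0.000241), among them the cyclin-dependent kinase inhibitor Cdkn1a at 2.11 (SE 0.316; adjusted P here = 1.40e-09) and the AKT inhibitor gene Phlda3 (SE 0.267; 9.36e-19) in the authors' deposited table. Cell-cycle genes did not follow, with 1 of 24 lower and none higher (median -0.12, list adjusted P = 0.474). Cas9 breaks can induce p53 in themselves, and the control vector carried no gRNA, so cutting and the loss of RNF20/40 are not separated here.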

### RNF20/40 regulation of the maturational epigenetic landscape

The RNF20/40 complex is a E3 ubiquitin ligase that monoubiquitinates H2B on lysine 120 (H2Bub1). 

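H2Bub1 ChIP-seq and its input were sequenced from apex tissue at P1 and P28, in 2 ChIP and 2 input libraries per age. The authors counted reads in RefSeq gene bodies with bedtools, scaled the libraries with DESeq2 factors and divided by gene length, which gives the binding score of the deposited table for 35786 genes. Multiplying scores by gene length and by the smallest step of each library gave back whole reads, 38.1 M and 31.8 M in genes for the P1 ChIP libraries and 30.7 M and 33.4 M for those of P28. The inputs held 20.4 M, 16.9 M, 14.6 M and 24.9 M reads in genes, and a read in overlapping genes counts for each. Here a gene counted as occupied at an age if the mean ChIP score exceeded the mean input score. For the change with age, ChIP scores with 0.5 added were compared on log2 with limma. Each library pooled apexes and each group held only 2, so the p-values measure the spread between these pools. In simulated data the limma test found 59.5% of genes that changed 4-fold and none of those that changed 2-fold.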

To determine the relationship between H2Bub1 written by RNF20/40 and normal maturation of CM gene expression, we used chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) to measure H2Bub1 chromatin occupancy at neonatal (first week of life) and mature (four-week-old) stages in mouse heart apex tissue. 

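The long noncoding RNA gene Lncpint, on chromosome 6, showed both close and loose pairs: its ChIP scores were 0.877 and 0.848 at P1 and 4.23 and 7.22 at P28. Rnf20 itself had 1.85 and 1.26 at P1 and 1.58 and 2.27 at P28. Over all genes the ChIP libraries of one age correlated with a Spearman coefficient of 0.898 at P1 and 0.902 at P28 (Pearson on log2 0.896 and 0.924). Inputs of the same age correlated at 0.466 and 0.536, so the ChIP signal carried an order of genes that the input did not. Such coefficients run over a wide range of scores and leave room for single genes to differ between duplicates, as the myosin gene Myh6 did at P1 (1.68 and 4.14).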

Biological duplicates at each stage correlated well with one another (Fig. 5a and Suppl. Fig. 7a). Consistent with prior reports^39,40^, H2Bub1 predominantly occupied gene bodies, with greater density toward promoters (Fig. 5a, b, Suppl. Fig. 7b). We quantified H2Bub1 density on gene bodies (Suppl. Data 6). 

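Single differences between the ages did not pass the test with 2 libraries per age. Tnni1 went from 1.40 (SD 0.476, n = 2) at P1 to 0.567 (SD 0.134, n = 2) at P28 (log2 -0.82, SE 0.241; limma adjusted P = 0.639), and the mitotic kinase gene Cdk1 had scores of 2.25 and 2.16 and then 0.663 and 0.660 (log2 -1.22, SE 0.181; adjusted P = 0.478). Lncpint went from 0.863 (SD 0.0202, n = 2) to 5.73 (SD 2.11, n = 2; log2 2.15, SE 0.266; adjusted P = 0.329). None of the 17616 genes occupied at either age passed an adjusted P of 0.05 with limma in either direction, but without P1 replicate 1 or 2 the test called 72 or 109 higher and 66 or 77 lower. At an unadjusted p of 0.05, 571 were higher and 451 lower at P28.
Occupied genes numbered 16026 at P1 and 15460 at P28, and 13870 were shared: 86.5% of those at P1, 89.7% of those at P28 and 78.7% of those at either age. The share thus depends on what it is taken of. When both replicates had to exceed their inputs, 14214 and 13088 genes were occupied and 77.1% of either were shared.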

The vast majority (>88%) of genes with detectable H2Bub1 signal were shared between time points (Fig. 5c), although the signal intensity of a dynamic subset varied between developmental stages (Fig. 5a, d). Consistent with H2Bub1 being an activating mark^41–43^, at both stages, genes with greater H2Bub1 generally were more highly expressed, although the correlation was poor (*r* = 0.07–0.09; Suppl. Fig. 7c, d). Interestingly, genes with stronger H2Bub1 signal at P1 (or P28) were less likely to be differentially expressed between these stages (Fig. 5e, top plot; Suppl. Fig. 7e), consistent with observations in murine embryonic fibroblasts^44^. Gene sets enriched by greater H2Bub1 occupancy included oxidative phosphorylation and TCA cycle (Suppl. Fig. 7f–g).

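Genes of energy supply carried much H2Bub1 at both ages. Citrate synthase (Cs) scored 3.59 (SD 0.195, n = 2) at P1 and 3.90 (SD 0.760, n = 2) at P28, and the complex I gene Ndufs1 2.96 (SD 0.396, n = 2) and 3.11 (SD 0.867, n = 2). After subtraction of input, 39 genes of oxidative phosphorylation had a median of 2.97 at P1 and 2.54 at P28, and 22 TCA cycle genes 2.31 and 2.26, against 0.568 and 0.545 for all occupied genes. No random list of occupied genes of the same size, of 10000 drawn, reached these medians. The spliceosome list, 72 genes with 2.23 and 2.06, also lay above every random list. Fatty acid oxidation genes (27; 1.45 and 1.30) and cardiac transcription factors (14; 1.64 and 1.52) lay above 99% of random lists. At the low end were the macrophage markers at P1 (-0.0869) and the cell-cycle genes at P28 (-0.047). Random lists were not matched on expression, which the paper relates to H2Bub1.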

**Fig. 5:**
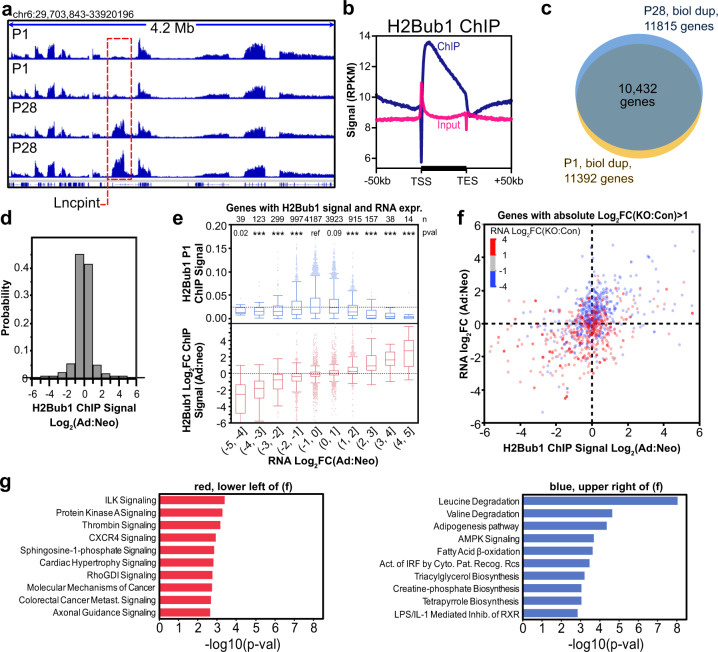
H2Bub1 regulation of maturational gene expression. **a** Representative genome browser view of neonatal and adult H2Bub1 ChIP-seq replicates. Dashed red box highlights a gene with dynamic H2Bub1 occupancy. **b** Profile plot showing average H2Bub1 signal at gene bodies. Plot shows gene bodies and 50 kb upstream of the TSS or downstream of the TSE. **c** Genes with detectable H2Bub1 ChIP-seq signal at P1, P28, or both timepoints. **d** Distribution of changes in H2Bub1 signal intensity during maturation, for all genes marked by H2Bub1 in at least one timepoint. **e** H2Bub1 P1 ChIP signal (top) or the change of H2Bub1 ChIP signal during maturation (bottom) as a function of the gene’s maturational change in RNA expression. The change in RNA was binned to contain the indicated range of log2 fold-change values. The change in gene expression correlated with the change in H2Bub1 occupancy, but not with the absolute H2Bub1 occupancy. Numbers at the top of plot (n) indicate genes per bin. Center lines in box plots indicate the median, while boxes show 25th and 75th percentiles. Whiskers denote the maximum observation within the 75th percentile +1.5 times the interquartile range, or the minimum observation within the 25th percentile −1.5 times the interquartile range. *P*-value: Steel–Dwass vs. H2Bub1 P1 ChIP signal in the (−1,0] bin; ***P < 0.001. **f** Maturational change in expression versus maturational change in H2Bub1 signal plotted for genes differentially expressed in RNF20/40-depleted CMs. Color indicates the direction of differential expression in RNF20/40-depleted CMs. Genes with maturational gain in H2Bub1 and RNA expression were predominantly downregulated in RNF20/40 depletion (blue, upper-right quadrant), whereas genes with maturational loss in H2Bub1 and RNA expression were mostly upregulated in RNF20/40 depeletion (red, lower-left quadrant). **g** Ingenuity pathway analysis of functional terms enriched amongst the indicated genes. Left: Red-colored genes in the lower-left quadrant of panel **f** (i.e., genes that decrease H2Bub1 and gene expression during maturation and are upregulated in RNF20/40 depletion). Right: Blue-colored genes in the upper-right quadrant of panel **f** (i.e., genes that increase H2Bub1 and gene expression during maturation and are downregulated in RNF20/40 depletion). *P*-values were calculated by IPA Core Analysis. Source data are provided as a Source Data file.

Although gene expression and H2Bub1 occupancy at each stage were not well correlated, there was a significant correlation between the change in H2Bub1 and the change in gene expression between stages (*r* = 0.39; *P* < 0.0001; Fig. 5e, bottom plot). Genes upregulated in RNF Cas-KO (red, Fig. 5f and Suppl. Fig. 7e) overall were more highly expressed in immature cardiomyocytes, and conversely those downregulated in RNF Cas-KO (blue, Fig. 5f and Suppl. Fig. 7e) were overall more highly expressed in mature cardiomyocytes. Among genes that were up- or downregulated by more than 2-fold in RNF20/40 depletion, 295 genes gained H2Bub1 and increased expression during maturation (upper right quadrant, Fig. 5f). Of these, 218 were downregulated by inactivation of RNF20/40 (blue color versus 398 of 985 genes in the other three quadrants: Fisher exact test *P* < 0.00001). Among these 218 genes were *Myh6* and *Tnni3*, whose well-established isoform switches are cardinal features of maturation^35^. These 218 genes were highly enriched for functional terms related to metabolism (Fig. 5g, right). Conversely, genes that lost H2Bub1 and decreased expression during maturation were highly enriched for upregulation by RNF20/40 inactivation (167 of 261 in lower left quadrant of Fig. 5f, compared with 497 of 1019 in the other three quadrants; Fisher exact test *P* < 0.00001). 

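At Myh6 the H2Bub1 score was 2.91 (SD 1.74, n = 2) at P1 and 3.11 (SD 1.11, n = 2) at P28 (log2 0.15, SE 0.393; limma adjusted P = 0.999). At Tnni3 the libraries gave 1.83 and 3.78 at P1 and 2.96 and 3.64 at P28, a mean of 2.81 (SD 1.38, n = 2) and 3.30 (SD 0.476, n = 2; log2 0.26, SE 0.310; adjusted P = 0.999). Both gains in the mean were smaller than the spread between the P1 duplicates. Myh7, which is silenced with age, was at 0.02. Against that, the genes Myh6 and Tnni3 were lower in RNF Cas-KO CMs at 4 weeks.
The paper reports that genes which gained H2Bub1 and expression with age were more often downregulated in RNF Cas-KO CMs than other changed genes. Of 464 genes that fell at least 2-fold in RNF Cas-KO CMs, 387 had H2Bub1, and their median change with age was 0.040, against 0.027 for all genes with the mark (210 above it). Of 896 genes that rose at least 2-fold, 394 had H2Bub1, with a median change of -0.061 (136 above the median of all). That median was lower than any random list matched on signal, but such lists treat genes as independent. The RNA change between P1 and P28 was not analysed here, so the count of 218 genes could not be built again.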

Gene ontology analysis of these 167 genes showed that they were enriched for diverse cell-signaling functional terms, such as protein kinase A signaling and cardiac hypertrophy signaling (Fig. 5g, left).

H3K4me3 and H3K36me3 are epigenetic marks that correlate with H2Bub1^44,45^. Although H2Bub1 was required for H3K4me3 modification in yeast^46,47^, this effect was less pronounced and confined to specific genes in mammalian cells^45^. To study the effect of RNF20 inactivation on H3K4me3 and H3K36me3 chromatin occupancy in maturing CMs, we treated *Rnf20*^*fx/fx*^ neonates with a full dose of AAV-TnT-Cre to inactivate *Rnf20* in the large majority of CMs (*Rnf20* KO). Wild-type pups injected with a high dose of AAV-TnT-Cre were used as controls (WT). 

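Promoter H3K4me3 at Myh7 and gene-body H3K36me3 at Myh6 can be read library by library, since the deposited tables give RPKM for each of 2 WT and 2 Rnf20 KO apex pools, with inputs for H3K4me3. At the cardiac troponin T gene Tnnt2 and at Tbx5, a transcription factor of the heart, limma fits on log2 RPKM with 1 added were compared between the groups. The authors aligned reads with Bowtie2 and made the coverage with deepTools: for H3K4me3 the highest RPKM near the start of each of 8715 genes whose ChIP exceeded input, and for H3K36me3 the mean RPKM over the body of each of 34560 genes. Genes with a mean of H3K4me3 above 500 RPKM in WT (6638) were tested, and for H3K36me3 the top 20 percent of WT signal (6912). Simulated 2-fold changes were found for 65% of genes in H3K4me3 and 53% in H3K36me3. Apexes hold vessel cells and fibroblasts beside CMs, and the vector deletes Rnf20 in CMs only.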

H3K4me3 and H3K36me3 ChIP-seq was performed on heart apexes at P7. As expected, H3K4me3 and H3K36me3 consistently marked promoters and gene bodies, respectively, of actively transcribed genes in all replicates (Fig. 6a, b). H3K4me3 and H3K36me3 signal at each TSS and gene body, respectively, was quantified in WT and *Rnf20* KO (Fig. 6c, d upper panels). 

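Some promoters of CM genes lost H3K4me3. Myh7 had 1379 and 1458 RPKM in WT and 682 and 758 in Rnf20 KO apexes (mean 1419, SD 55.6, to 720.2, SD 53.8, n = 2 each; log2 -0.98, limma adjusted P = 7.14e-06), and the M-band gene Myom1 fell from 1031 (SD 11.2, n = 2) to 424 (SD 1.96, n = 2; log2 -1.28, adjusted P = 2.07e-10). The ventricular light chain gene Myl2 (log2 -1.02, limma adjusted P = 1.95e-06), the caveolin gene Cav3 (-1.08, 2.81e-07) and Tbx5 (-0.78, 0.00126) fell, Tbx5 as the only one of 10 cardiac transcription factors (median 0.11, list adjusted P = 0.106). The titin cap gene Tcap (-1.00, limma adjusted P = 3.97e-06) and Tnnt2 (-0.67, 0.0114), chosen after their values were seen, fell too, and Tnnt2 no longer passed once each library was centred on its median (-0.85, adjusted P = 0.0673). For the cartilage and mesenchyme regulator Sox9 the log2 was 0.91, given here without a test. In the fibroblast gene Pdgfra the log2 was 0.57 and in the endothelial gene Cdh5 0.16, also picked after seeing the values. As lists, 7 endothelial genes had a median of 0.28 (list adjusted P = 0.174) and 4 fibroblast genes 0.39 (0.0950), against 0.18 for all genes. Of the endothelial genes 1 was higher (2 over the list alone), and of the fibroblast genes 0 were higher (2 over the list alone). Of 7 adult sarcomere genes tested 4 fell and none rose (5 over the list alone; median -0.67, list adjusted P = 2.70e-18), but with the correlation estimated from the data the adjusted P was 0.321.
In all, 63 genes were higher and 93 lower with limma, and 43 of the lower ones and none of the higher fell or rose at least 2-fold. The median gene stood at 0.18, so the split leans on scale: centred libraries gave 7 higher and 99 lower. Leaving out single libraries gave 1 to 60 higher and 46 to 81 lower genes.
For H3K36me3 fewer genes were called. With limma 5 genes were lower and none higher of those tested: Cwc22 (log2 -1.79, adjusted P = 0.0369), the cytokine gene Mif (-1.57, 0.0112) and the transcripts Gm40237, Hmga2-ps1 and Gm8203, while 581 were higher and 537 lower at an unadjusted p of 0.05. At Cwc22 the input of the H3K4me3 libraries was lower in KO as well (log2 -2.45 relative to all genes). Its lower H3K36me3 therefore cannot be read as less mark per copy. The number of genes called is unstable. Centred libraries left 3 lower genes, without Cwc22 and Hmga2-ps1, and no gene was lower without the filter on signal. Replicates share only a number, and with it as a block 765 genes were higher and 829 lower. Leaving out single libraries moved the number called too. The 12 adult sarcomere genes had a median of -0.19 (list adjusted P = 0.271), 5 of them above the median of all genes, and ranged from Myl2 (-0.55) and Tcap (-0.53), picked after their values were seen, to Ttn (0.22). Duplicates correlated at 0.979 and 0.992 for H3K4me3 and at 0.956 and 0.947 for H3K36me3 in WT and KO (Spearman).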

Genes with reduced H3K4me3 or H3K36me3 signal in *Rnf20* KO were strongly enriched for the set of genes downregulated in RNF Cas-KO (Fig. 6c, d lower panels). Among these were the mature sarcomere isoform genes *Myh6* and *Tnni3*, which were downregulated in RNF Cas-KO and had reduced H3K4me3 and H3K36me3 occupancy in *Rnf20* KO (Fig. 6e, f). 

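Of 167 tested genes whose RNA fell at least 2-fold in RNF Cas-KO CMs, 18 had lower and none had higher H3K4me3 in Rnf20 KO apexes, and 114 lay below the median of all genes. After subtraction of input their median log2 change was 0.10, against 0.20 for all genes, so as a group they gained less of the mark on the deposited scale. Genes whose RNA rose at least 2-fold stood at 0.23, with 9 of 181 higher and 2 lower. The enrichment score over ranked H3K4me3 changes was -2.90 (p = 0.00111 by permutation of genes), and for the risen genes 1.63 (0.000868). With H3K36me3 the 194 fallen genes had a median of -0.13, against -0.02 for all, and a score of -2.03 (p = 0.000134 by permutation). Here the 87 risen genes lay low as well, at -0.11 with a score of -1.80 (p = 0.000738).
Permutation of genes treats genes as independent. With camera and a correlation between genes estimated from the libraries, the p was 0.292 for H3K4me3 and 0.544 for H3K36me3 (1.39e-11 and 1.87e-04 at the preset correlation of 0.01). The shift thus holds for the ranking in these 4 pools, and what further pools would show is open.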

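At the Myh6 promoter H3K4me3 was 244 and 390.4 RPKM in WT and 119 and 134 in Rnf20 KO apexes (mean 317, SD 103, to 126, SD 10.1, n = 2 each; log2 -1.28), below the 500 RPKM asked of a tested gene. Tnni3 had 901 and 1102 in WT and 727 and 764 in KO (1002, SD 142, to 745, SD 26.3, n = 2 each; log2 -0.42, limma adjusted P = 0.257). The KO libraries lay below the WT libraries at both genes. The value for Tnni3 was made over 1998 bp where other genes have 2000 and is not a whole number of reads in 3 libraries, so it is less comparable with the rest.
H3K36me3 over Myh6 was 182 and 278 in WT and 176 and 155 in KO (230.2, SD 67.9, to 166, SD 14.5, n = 2 each; log2 -0.44, limma adjusted P = 0.309), and over Tnni3 90.4 and 139.6 in WT and 92.1 and 86.0 in KO (115, SD 34.7, to 89.1, SD 4.33, n = 2 each; log2 -0.33, limma adjusted P = 0.375). For Tnni3 the groups overlapped. Neighbours in the same windows varied in H3K4me3: Bcl2l2 -0.31 (limma adjusted P = 0.377), Dnaaf3 -0.16 and Ngdn 0.25. Myh7, which lies beside Myh6 on chromosome 14 and is the isoform of immature CMs, had lower H3K36me3 by the mean too (-0.28, limma adjusted P = 0.395).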

Additional gene sets, such as the maturation genes identified in Fig. 5f–g, were also significantly enriched among genes with reduced H3K4me3 and H3K36me3 occupancy (Suppl. Fig. 8a, b; gene set “Intersect. mature”). The correlation between change in gene expression in RNF Cas-KO and change in H3K4me3 or H3K36me3 occupancy was poor (Suppl. Fig. 8c, d), suggesting that changes in these epigenetic marks are not simply the downstream effects of altered gene expression. Together, these analyses identify RNF20/40 as the first epigenetic regulators of CM maturation.

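Some genes changed in opposite directions in RNA and mark. Tnni1, whose RNA rose the most, had H3K4me3 of 532 and 456 RPKM in WT and 101 and 116 in Rnf20 KO apexes (494, SD 53.7, to 108, SD 11.1, n = 2 each), too low in WT to be tested, and the RNA of Myh7 rose while the mark at its promoter fell. RNA came from YFP+ CMs at P28 after Cas9 editing of both genes and the marks from apexes at P7 after Cre deletion of Rnf20, so age, cells and method differ. Over 5578 genes the changes correlated at r = 0.153 for H3K4me3 (95% interval 0.127 to 0.178; Spearman 0.0887) and over 6072 genes at r = 0.137 for H3K36me3 (0.112 to 0.161; Spearman 0.193). Without the filter on signal the r over all genes was 0.0984 for H3K4me3 (Spearman 0.0998) and -0.0404 for H3K36me3 (Spearman 0.0534). Over genes called in RNF Cas-KO alone it was 0.309 for H3K4me3 (842 genes, Spearman 0.298). For H3K36me3 it was 0.115 over such genes (833 genes, Spearman 0.164). The marks correlated with each other about as little as each did with RNA over the filtered genes (r = 0.155, 3098 genes). The paper proposes that the marks do not simply follow expression.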

**Fig. 6:**
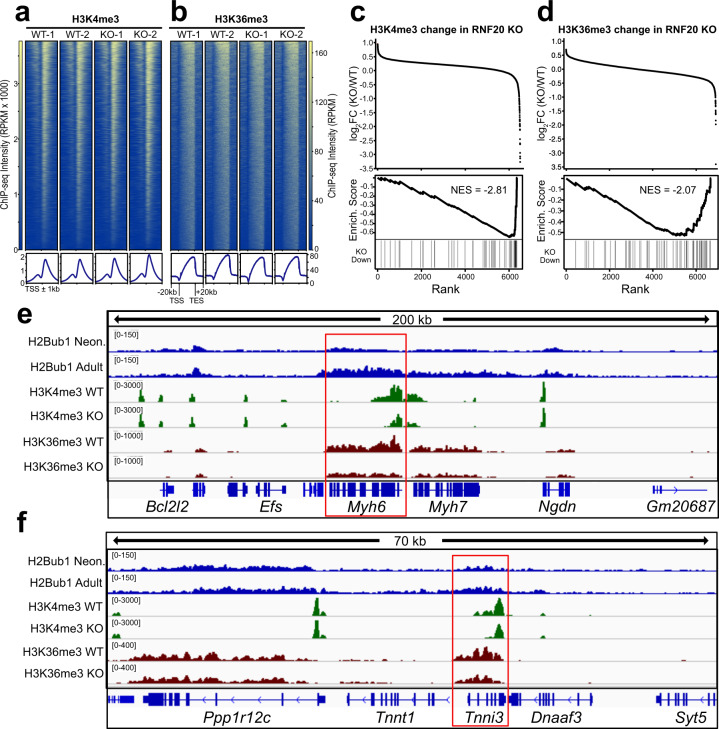
Impact of *Rnf20* inactivation on H3K4me3 and H3K36me3. Wild-type or *Rnf20fx/fx* newborn pups were injected with a high dose of AAV9-TnT-Cre. P7 heart apexes were used for H3K4me3 and H3K36me3 ChIP-seq. **a**, **b** H3K4me3 and H3K36me3 marked active TSSs and gene bodies in control and knockout hearts. The overall distribution pattern of these marks was not altered by *Rnf20* inactivation. **c**, **d** H3K4me3 signal at each TSS and H3K36me3 signal at each gene was quantified in wild-type and *Rnf20* KO groups (upper panel). GSEA revealed that the set of genes that were downregulated in RNF Cas-KO were strongly enriched for genes with reduced H3K4me3 or H3K36me3 signal in *Rnf20* KO (lower panel; *P* < 0.001; NES = normalized enrichment score calculated by GSEA that corrects for gene set size). **e**, **f** IGV genome browser views at *Myh6* and *Tnni3* (red boxes), which are involved in maturational sarcomere isoform switching. These genes were downregulated in RNF Cas-KO and had reduced H3K4me3 and H3K36me3 occupancy in *Rnf20* KO. Source data are provided as a Source Data file.

## Discussion

In this study, we developed a resource-efficient, in vivo, forward genetic screen for transcriptional regulators of CM maturation. Our strategy uses a massively parallel approach in which the screening unit is the individual cell, such that thousands of individual genetic mutations can be screened using a small number of animals. This strategy will be broadly applicable for cells efficiently transduced by AAV and for phenotypes amenable to high-throughput, single-cell measurement. For example, the forward genetic screen described here could be readily extended to study pathological cardiomyocyte hypertrophy using the same Myh7-YFP reporter, which is reactivated by pathological cardiomyocyte stress. The scope of accessible phenotypes could be dramatically expanded by developing methods to sort individual cells by morphology^48^.

Among the validated transcriptional and epigenetic regulators of CM maturation uncovered by our screen are *Rnf20*, *Rnf40*, *Taf2*, and *Taf3*. Notably, these genes are components of protein complexes whose perturbation is linked to congenital heart disease. Rnf20 and Rnf40 encode subunits of a H2B ubiquitin ligase, and CHD patients were enriched for de novo mutations in genes in this H2B monoubiquitination pathway, including RNF20 and UBE2B, an E2 ubiquitin-conjugating enzyme involved in writing H2Bub1^16,17^. *Taf2* and *Taf3* are TATA-binding protein-associated factors, components of the TFIID protein complex that positions RNA Polymerase II at gene promoters. Another member of this complex, *Taf1*, was found to have a significant burden of predicted damaging mutations in CHD probands compared with controls^49^. This overlap between genes that regulate CM maturation and genes that cause CHD likely reflects the important function of these genes in both heart morphogenesis and cardiomyocyte maturation. One implication of this overlap is that patients with CHD caused by mutations in these genes may be at risk for later complications, such as myocardial dysfunction, due to impaired CM maturation.

*Rnf20* and *Rnf40* interact to form a ubiquitin ligase complex that writes the H2Bub1 epigenetic mark. Depletion of *Rnf20/40* broadly impaired CM maturation by abrogating writing of H2Bub1 and preventing essential transcriptional changes. H2Bub1 has been implicated in regulating cell-state transitions during development and cancer. Consistent with our results, a previous study in murine embryonic fibroblasts found that genes differentially expressed following RNF40 depletion were those with low or moderate H2Bub1^44^. Strongly activated genes with high H2Bub1 may not be dependent on H2Bub1 because of redundant activating mechanisms, whereas a subset of genes with lower H2Bub1 may be more reliant upon H2Bub1-dependent mechanisms^44^. Further experiments are needed to understand what makes the expression of specific genes, such as genes activated during cardiomyocyte maturation and other developmental transitions, dependent upon RNF20/40 and H2Bub1. In addition, nonhistone RNF20/40 substrates have been identified^50–53^, and it is possible that they also contribute to gene regulation of CM maturation.

## Methods

### Mice

All relevant ethical regulations for animal testing and research were followed. All procedures were performed following protocols approved by the Boston Children’s Hospital Institutional Animal Care and Use Committee. Mice were maintained at 65–75°F with 40–60% humidity on a normal 12-hour light, 12-hour dark cycle. *Myh7*^*YFP*^, *R26*^*fsCas9-P2A-GFP*^*, Rnf20*^*flox*^*, and R26*^*fsTomato*^ mice were described previously^13,20,34,54^. Echocardiography was performed on a VisualSonics Vevo 2100 machine with the Vevostrain software. Animals were awake during this procedure and held in a standard handgrip. The echocardiographer was blinded to genotype and treatment.

### Library design and construction

A list of 3000+ potential transcription factors and epigenetic regulators was compiled using publicly available data from the Riken Transcription Factor Database^55^, and AnimalTFDB^56^. RNAseq data from isolated P6 wild-type CMs were used to prioritize 1894 factors. In addition, 259 genes differentially expressed at P6 within GATA4/6 double-KO CMs (adjusted *p*-value < 0.05), and 291 genes with strong adjacent GATA4 binding at P0 were also included, for a total of 2444 genes targeted. Six gRNAs were selected for each gene using CRISPR RGEN Tools Cas-Database^23^. To select the “best” six guides per gene, the following five rules were applied, in order, by sequentially applying each rule if the candidate set contained less than six guides: (1) gRNAs target constitutive exons, CDS range 5–50%, number of mismatches 0,1,2:1,0,0 (i.e., only one on-target exact match, zero off-target sites with one mismatch, and zero off-target sites with two mismatches, and microhomology-associated out-of-frame score >60); (2) gRNAs target constitutive exons, CDS range 5–80%, number of mismatches 0,1,2:1,N,N and out-of-frame score >60; (3) gRNAs target any exon, CDS range 5–80%, number of mismatches 0,1,2:1,N,N and out-of-frame score >60; (4) gRNAs target any exon, CDS range 5–80%, number of mismatches 0,1,2:N,N,N and out-of-frame score >60; (5) gRNAs target any exon, any CDS range, number of mismatches 0,1,2:N,N,N, and any out-of-frame score. A 5′ G was added to each gRNA to ensure optimal expression from the U6 promoter, and gRNAs were flanked by SapI restriction sites. Seven human gRNAs that are not predicted to target the mouse genome were also included. The 14,675 guide library was synthesized by Agilent as a single 80-nt SUREprint oligo pool (Suppl. Data 2). The library was resuspended in 50 µl of TE (200 nM) and diluted to 33 nM. About 1 µl of 33 nM library was amplified for 10 cycles using a standard NEB Phusion PCR program and 80-nt library amplification primers (Suppl. Table 3), to produce a 200-bp amplicon. Eight reactions were pooled, cleaned up via the DNA Clean and Concentrator Kit (Zymo, D4014), and 5 µg were digested with SapI for 3 h. The 21-bp gRNA library was purified via Invitrogen Size Select 2% gel, and seamlessly ligated into our previously described CASAAV vector (Addgene 132551)^5,57^. The ligation product was purified via Zymo DNA column and electroporated into Agilent SURE Electrocompetent cells with a Bio-Rad Gene Pulser Xcell Electroporation System (1700V, 200-ohms resistance, 25-μF capacitance, and 1-mm cuvette gap). In all, 40 ng of purified ligation product in 2-µl volume was electroporated into 40 µl cells. About 900 µl of SOC media was added immediately after electroporation, and bacteria were incubated at 37 °C for 1 hr. Bacteria were plated on LB agar containing ampicillin and allowed to grow for 18 h. Four electroporations collectively yielded ~300,000 colonies (20x library coverage). Colonies were scraped into SOC media, cultured for an additional 1.5 h, and plasmid DNA harvested (Invitrogen Purelink HiPure Maxiprep, 210017), yielding 240 µg of DNA. The gRNA plasmid library has been deposited at Addgene (Cat.# 138015). This library pool was packaged into AAV9 via PEI transfection of ten 15-cm plates of HEK293T cells (Agilent, 240073). AAV was titered by qPCR targeting the TnT promoter, using standard qPCR parameters^5,57^.

### Injections, sample collection, and flow cytometry

One-day-old *R26*^*fsCas9-2A-GFP/+*^*;Myh7*^*YFP/+*^ pups were subcutaneously injected with 50 µl of gRNA library virus at a concentration of 2 × 10^11^ vg (viral genomes) per ml and spiked with a single CASAAV virus targeting both GATA4 and GATA6 at a final concentration of 1 × 10^9^ vg/ml. At four weeks of age, hearts were digested by retrograde perfusion of 2 mg/ml Collagenase-II (Worthington LS004177) in 37 °C perfusion buffer (120 mM NaCl, 14.7 mM KCl, 0.6 mM KH_2_PO_4_, 1.2 mM MgSO_4_–7H_2_O, 10 mM Hepes, 4.6 mM NaHCO_3_, 30 mM Taurine, 10 mM BDM, and 5.5 mM Glucose) for 12 min^5,57^. Atria were removed and discarded after perfusion, and the ventricles were dissociated to single CMs. About 15% of the isolated CMs (~200,000) were set aside as an unsorted input sample, while YFP^+^ CMs were sorted from the remaining 85% via FACS. Sorting was performed at the DANA Farber Cancer Center flow cytometry core on an Aria II cell sorter with 100-µm nozzle, 510/21 band-pass filter for GFP, 550/30 band-pass filter for YFP, and 525 long-pass dichroic filter to split GFP and YFP signals. CMs were sorted into Trizol (Life Technologies, 15596026). In total, approximately 365,000 YFP + CMs were collected from 4 M transduced CMs. The plots in Supplemental Fig. 2a are saved events directly from screen and control samples. The GATA4/6 double-KO positive control and Cre-only negative control were used to set the YFP gating of GFP + CMs. An example of typical GFP gating is shown in Supplemental Fig. 4E. RNA was extracted from sorted YFP + and input CMs via Trizol. CMs from three hearts were sorted into each RNA collection tube (45 hearts, 15 pooled samples). Trizol aqueous phase was transferred to a Zymo RNA Clean and Concentrator spin column (Zymo, R1015) and treated with DNase (Qiagen, 79254) for 20 min, followed by cleanup, and elution in 15 µl of H_2_O for YFP samples and 120 µl of H_2_O for input samples. After isolation, input RNA samples were pooled in groups of three to match YFP samples.

### NGS library preparation

Reverse transcription of gRNAs and adapter addition was achieved using a custom protocol with the Clontech SMART-Seq v4 Ultra Low Input RNA sequencing kit (634894). Approximately 30 ng of RNA from YFP^+^ CMs or 500 ng RNA from input CMs was reverse transcribed as directed in the manufacturer’s protocol, except that SMART-Seq CDS Primer IIA was replaced with a gRNA scaffold-specific primer (Suppl. Table 3). This reverse-transcription step utilizes a template-switching oligo to add an adapter of known sequence to the variable 5′ end of the gRNA^58^. cDNA was then amplified in two sequential rounds of PCR to add NGS sequencing adapters. In the first round of amplification, the full-length forward-read adapter was added to the 5′ end of the gRNA and a half-adapter was added to the 3′ end (Suppl. Table 3). NEB Phusion (M0530L) was used for five cycles of amplification, according to the manufacturer’s protocol. First-round PCR product was purified via Zymo DNA Clean and Concentrator column and eluted in 25 µl of H_2_O. About 5 µl of the purified product was used as input in a second round of 20 cycles of amplification, which completed the reverse adapter and added a sample-specific Illumina TruSeq multiplexing index. The resulting 220-bp amplicon was purified via Invitrogen SizeSelect 2% gel. The concentration of each sample was assessed using the KAPA Library Quantitation Kit (KR0405), allowing samples to be evenly pooled and submitted for single-end 75-nt sequencing on a NextSeq500. An average sequencing depth of 4.8 million reads per sample was achieved.

### Screen NGS analysis

gRNA NGS libraries were trimmed to remove adapters and the gRNA scaffold, leaving only the 20-bp variable region. Bowtie2 was used to align trimmed sequence files to mm10. Counts for each gRNA were acquired by quantifying sequence coverage of genomic regions corresponding to the gRNA library via Bedtools Coverage. Differential expression of individual gRNAs in YFP^+^ versus Input samples was calculated by using gRNA counts as input for DESeq2^59^. Differential gene representation in YFP^+^ versus input samples was calculated using median-normalized gRNA counts as input for the MAGeCK software package^24^, which consolidates scores for multiple individual gRNAs targeting the same gene into a single-gene-level enrichment score. Five samples were removed prior to MAGeCK analysis due to insufficient enrichment of control gRNAs, improper clustering, or poor library coverage (Suppl. Fig. 2).

### In situ T-tubule imaging

CASAAV virus was injected subcutaneously at P1 into *R26*^*Cas9/+*^*;Myh7*^*YFP/+*^ pups. Animals were sacrificed at P28 and hearts were perfused with the T-tubule-binding dye FM 4-64 (Thermo, T3166) at 5 µM for 20 min, followed by direct imaging on an Olympus FV3000RS confocal microscope^5^. Organization and abundance of transverse and longitudinal T-tubule elements was quantified using AutoTT software^60^.

### Immunostaining and phenotyping

Freshly dissociated adult CMs were cultured on laminin-coated (2 µg/cm^2^, Life Technologies, 23017015) 12-mm glass coverslips in a 24-well dish with DMEM plus 5% FBS and 10 µM blebbistatin (EMD Millipore, 203390) at 37 °C. After allowing cells to adhere to the coverslips for 30 min, CMs were fixed with 4% PFA for 10 min at room temperature, followed by permeabilization with PBST (PBS + 0.1% Triton) for 10 min at room temperature. Cells were then blocked with 4% BSA/PBS for 1 hr and incubated with primary antibody (Suppl. Table 4) diluted 1:500 in blocking solution overnight at 4 °C. The next day, CMs were briefly rinsed three times with 4% BSA/PBS and incubated with fluorescently conjugated secondary antibodies for 1 h at 4 °C. After rinsing three times with 4% BSA/PBS, coverslips were mounted on slides using Diamond Antifade mountant (Thermo, P36965), and imaged on an Olympus FV3000RS confocal microscope. For H2Bub1 staining, CMs were incubated in 1% SDS/PBS for 5 min, rinsed with PBS three times, and then blocked and stained as described above. Myh7^YFP^ was visualized without staining for the YFP tag and percent YFP( + ) was manually counted. Nucleation of each CM was also manually counted, while area, length, and width were measured using ImageJ. T-tubule organization was quantified using AutoTT software^60^. Cell size, dimensions, nucleation, and T-tubule organization were all measured on the same cells. In Fig. 2, to control for variation in dissociation quality, measurements were made on GFP^+^ (transduced) CMs and GFP^−^ CMs (untransduced), and data from transduced CMs were normalized to that of untransduced CMs from the same mouse (Fig. 2). For histology, hearts were collected at P7 and fixed overnight in 4% PFA. Hearts were then transferred to 15% sucrose/PBS for 3 hr, and then to 30% sucrose overnight. Hearts were then cryoprotected in Tissue Freezing Medium (GeneralData Healthcare Cat.# TFM-COLOR) and stored at −80 °C. Hearts were then sectioned on a cryostat at 10 µm, and sections stored at −20 °C. Staining was performed as described above for dissociated CMs, except sections that were incubated in PBS + 0.1% Triton X-100 for 20 min to remove Tissue Freezing Medium before starting the staining protocol.

### Western blotting

Ventricles were homogenized in 1 ml of RIPA buffer and agitated at 4 °C for 30 min. Lysates were spun at 10,000 g for 10 min at 4 °C, and the supernatant transferred to a new tube. About 40 µg of protein was boiled in SDS loading buffer for 5 min, loaded onto an Invitrogen Bolt 4–12% gradient precast mini gel (NW04120BOX), and run at 165 volts for 45 min. Protein was transferred to a preequilibrated PVDF membrane in transfer buffer (Boston BioProducts oBP-190) via Biorad Trans-Blot SD Semi-Dry Transfer Cell, at 20 volts for 40 min. Blots were cut and blocked in 2% milk/TBST for 1 h at 4 °C. Blots were then incubated overnight at 4 °C with primary antibodies (Suppl. Table 4) for H2Bub1, NPPA, and GAPDH, in block solution. The next day, blots were rinsed in TBST and incubated with HRP-conjugated donkey anti-rabbit secondary antibody (Rockland 611-703-127) diluted 1:20,000 in blocking solution for 1 h at room temperature. Blots were then rinsed in TBST, incubated in Millipore Immobilon Western Chemiluminescent HRP Substrate (WBKLS0500) for 1 minute, and imaged on a GE Healthcare ImageQuant LAS4000. In the case of RNF20/40, the blot was first probed for RNF20, then stripped, and reprobed for RNF40.

### RNA sequencing

One day old *R26*^*fsCas9-2A-GFP/+*^;*Myh7*^*YFP/+*^ pups were subcutaneously injected with 50 µl of CASAAV containing the most enriched *Rnf20*-targeting gRNA and the most enriched *Rnf40*-targeting gRNA in a single vector (CASAAV-Rnf20/40) or a control vector containing Cre but no gRNAs. Vectors were injected at a concentration of 1 × 10^11^ vg/ml, which was sufficient for ~20% CM transduction. At four weeks of age, mice were sacrificed and single-cell CM dissociations prepared by collagenase perfusion were subjected to FACS. YFP^+^ DKO CMs, or control GFP^+^ CMs (without regard for YFP), were sorted into Trizol and RNA was extracted via standard phase separation. Approximately 100,000 CMs were collected from each of five DKO and five control mice. Trizol aqueous phase was transferred to a Zymo RNA Clean and Concentrator spin column and treated with DNase prior to elution in 20 µl of H_2_O, as described above. Reverse transcription of 40 ng of RNA for each sample, and library amplification, was performed using the SMARTseq v4 Ultra Low Input RNA-seq kit (Clontech 634889). The standard manufacturer’s protocol was followed, with eight cycles of amplification. To prepare amplified libraries for sequencing, 300 pg was fragmented and indexed using the Nextera XT DNA Library Preparation Kit (Illumina FC-131-1024) and Index Kit (Illumina FC-131-1001), according to the standard manufacturer’s protocol. Single-end 75-bp sequencing of pooled libraries was performed on a NextSeq500. After trimming the first 15 bp from sample reads to remove adapter sequences, reads were aligned to the mm10 transcriptome (ftp://ftp.ensembl.org/pub/release-93/fasta/mus_musculus/cdna/) using Kallisto^61^. An average sequencing depth of ~32 M pseudoaligned reads per sample was achieved. Kallisto counts for individual transcripts were consolidated into gene-level counts using TxImport^62^, and analyzed for differential expression between control and RNF20/40-depleted sample groups using DESeq2 (Suppl. Data 4)^59^. Gene ontology analysis of differentially expressed genes was conducted with Gene Set Enrichment Analysis^36^, with 10,000 permutations and reported gene sets being limited to those containing at least 30 genes (Suppl. Table 2).

To compare gene expression between wild-type neonatal and mature CMs, we dissociated postnatal P1 or P28 heart ventricles. Neonatal CMs were isolated by Neonatal CM Isolation Kit (Cellutron, Cat# nc-6031) and purified using the Miltenyi Neonatal CM Isolation Kit (Miltenyi Biotec, 130-100-825). P28 CMs were dissociated by collagenase perfusion and purified by differential sedimentation. Total RNA was isolated from purified cells using the RNeasy mini kit (Qiagen), and rRNA was removed using the Ribo-Zero Gold kit (Illumina). RNA was converted into sequencing libraries using Script-seq v2 (Illumina). Single-end 75-nt sequencing was performed on a NextSeq500. We analyzed biological triplicate samples for each developmental stage.

Reads were mapped to mm10 using STAR^63^, and FeatureCounts^64^ was used to determine gene-level expression values. Differential expression between wild-type and P28 samples was analyzed using DESeq2^59^. For construction of custom gene sets containing the genes with the highest fold change between stages, we ranked genes by their ratio between mature and neonatal CMs (Suppl. Data 5). The highest 100 genes were elected for an “adult specific gene set” and the lowest 100 for a “neonatal specific gene set” (Suppl. Table 1).

### ChIP sequencing

Each final ChIP-seq sample consisted of 20 apexes from bisected P1 hearts, eight apexes from P7 hearts, or four apexes from P28 hearts. Each sample consisted of male and female tissue in equal proportions. Tissue, either two adult apexes, 4 P7 apexes, or one litter of P1 apexes, was harvested into ice cold PBS, transferred into 1.2 ml of 1% formaldehyde (Sigma F8775), and homogenized with a T10 Ultra Turrax homogenizer at setting six for 30 s. The homogenate was cross-linked at room temperature on a rotator for 25 min. Formaldehyde was quenched by adding glycine to a final concentration of 500 mM and incubating for 5 min at room temperature with rotation. The homogenate was then centrifuged at 3000 g for 3 min at 4 °C. The pellet was resuspended in 1 ml of cold PBS. This PBS wash was repeated a total of three times. After the third wash, the pellet was resuspended in hypotonic buffer (20 mM HEPES pH 7.5, 10 mM KCl, 1 mM EDTA, 0.1 mM activated Na_3_VO_4_, 0.5% NP-40, 10% glycerol, 1 mM DTT, and 1:1000 Roche cOmplete protease inhibitor), transferred to a glass dounce homogenizer, and dounced with pestle “B” (20x for P1, 100x for P7, or 200x for adult). Samples were transferred into siliconized Eppendorf tubes and incubated on ice for 15 min, then centrifuged at 13,000 g for 2 min at 4 °C. Pellets were stored in liquid nitrogen until multiple samples were ready for sonication.

When sufficient samples were available for ChIP, pellets were thawed, resuspended in 1 ml of hypotonic buffer per 20 neonatal apexes, four P7 apexes, or two adult apexes, and incubated on ice for 5 min. Lysate was transferred into glass dounce homogenizer and again dounced with pestle “B” as before. Lysate was centrifuged at 13,000 g for 2 min at 4 °C, and the pellet was resuspended in 500 µl of ChIP Dilution Buffer (20 mM Tris-Cl pH 8.0, 2 mM EDTA, 150 mM NaCl, and 1% Triton X-100) supplemented with SDS to 1%, and 1:50 protease inhibitor. Samples were then equally split into two 0.65-ml tubes (BrandTech 781310 or Corning 3208) for sonication. Samples were sonicated using a Qsonica 800 R, at 65% amplitude, 10 s on, 30 s off, for 25 min of on-time (100 min in total). After sonication, the half-samples were recombined in 1.5-ml siliconized tubes and centrifuged at 18,500 g for 5 min at 4 °C. The chromatin/supernatant was transferred to a new tube and a 20-µl aliquot was removed as an input sample for each replicate. In all, 120 µl of Protein A Dynabeads (Life Technologies 10002D) were prepared for each ChIP sample by washing beads in 1 ml of BSA solution (5%BSA/PBS) at 4 °C for 20 min. The wash was repeated for a total of three times, using a magnet to collect beads and remove BSA solution between washes. After the third wash, beads were resuspended in 1 ml of BSA solution, 250 µl of which was set aside to preclear the chromatin. In all, 5 µl of H2Bub1 antibody (Cell Signaling 5546), 3 µl of H3K4me3 antibody (Active Motif 39159), or 5 µl of H3K36me3 antibody (Cell Signaling 4909 S) was added to the remaining 750 µl of Dynabeads, along with 250 µl of fresh BSA solution, and incubated overnight at 4 °C. Sheared chromatin samples were precleared by incubating with the 250-µl aliquot of Dynabeads resuspended in 2 ml of Dilution Buffer (20 mM Tris pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, and 1:50 Roche cOmplete protease inhibitor) for 1 h at 4 °C. Next, the antibody–Dynabead conjugate was rinsed three times in BSA solution, resuspended in 150 µl of Dilution Buffer, and added to the precleared chromatin. After 36 h of incubation at 4 °C, beads were collected on a magnet and washed three times with 1 ml of LiCl wash buffer (1% w/v Na-Deoxycholate, 500 mM LiCl, 1% NP40 Substitute, and 100 mM Tris, pH 7.5) and twice with TE buffer (10 mM Tris-HCl, 1 mM EDTA). After removing TE buffer, beads were suspended in 75 µl of SDS Elution Buffer (1% w/v SDS, 0.1 M NaHCO_3_). Samples were then incubated at 37 °C for 15 min with 1000-RPM mixing. This step was repeated once and the eluates were combined. To reverse crosslinking, input and immunoprecipitated samples were diluted to 200 µl with SDS Elution Buffer, NaCl was added to a final concentration of 200 mM, and Proteinase-K to a final concentration of 0.2 mg/ml. Samples were then incubated at 65 °C overnight. The next day, RNase-A was added to a final concentration of 1 mg/ml and incubated at 37 °C for 15 min. DNA was then purified using a Zymo DNA Clean and Concentrator column according to the manufacturer’s instructions, and eluted in 100 µl of H_2_O. NGS sequencing adapter addition and multiplex indexing of DNA samples was achieved using the KAPA Hyper Prep Kit (KAPA Biosystems KK8502) according to the manufacturer’ instructions. About 25 ng of DNA was used as input. In all, 75-nt single-end sequencing was performed on a NextSeq500, or 150-bp paired end on an Illumina HiSeq. In cases where paired-end sequencing was performed, the reverse reads were discarded, and forward reads clipped to 75 bp, so that all sequencing could subsequently be processed in a uniform manner.

ChIP and input reads were aligned to mm10 using Bowtie2^65^, and reads for each gene were extracted using Bedtools^66^. Profile plots were created using Deeptools^67^. For H2Bub1, library-size normalization was performed with DESeq2. Reads per gene were then normalized to gene length, from NCBI RefSeq first transcription start site to the last transcription stop site, to give a H2Bub1 binding score (Suppl. Data 6). Input values were subtracted from ChIP values for the final ChIP signal. Genes with ChIP signal >0 were considered to be occupied by H2Bub1. For H3K4me3 libraries were RPKM-normalized and reads at the TSS +/− 1 kb were scored using Bedtools (max signal per interval). Replicates were averaged and input signal was subtracted from ChIP signal. Only the highest-scoring TSS was used for each gene. To exclude genes with a low signal, a change in H3K4me3 was analyzed for genes with TSS scoring greater than 500 RPKM (~7000 genes). For H3K36me3 libraries were RPKM-normalized and reads per gene counted with Bedtools. Reads per gene were normalized to gene length, and ChIP replicates were averaged to get a final score for each gene. To exclude genes with very low signal, a change in H3K36me3 was analyzed for the top quintile (~7000 genes).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

The data in this publication have been deposited in the GEO database under accession code GSE139975. Both raw and processed data are available. The raw data are also available on the Cardiovascular Development Consortium Server at https://b2b.hci.utah.edu/gnomex/, experiment number 483R (login as guest). The source data underlying bar, violin, and scatter plots in all figures and supplemental figures are provided in the Supplementary Information/Source Data file. The Riken Transcription Factor Database (TFdb) can be accessed at http://genome.gsc.riken.jp/TFdb/htdocs/. The Animal Transcription Factor Database (AnimalTFDB) can be accessed at http://bioinfo.life.hust.edu.cn/AnimalTFDB/#!/. Single cell cardiac RNA-seq data were mined from Panglao database (PanglaoDB), accession code SRA653146 (https://panglaodb.se/view_data.php?sra=SRA653146&srs=SRS2874273). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

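The files used here are the authors' deposited tables for 5 kinds of measurement: the gRNA screen, RNA-seq of RNF Cas-KO CMs, RNA-seq of Gata4/6 KO CMs, and ChIP-seq of H2Bub1 and of H3K4me3 and H3K36me3. Read counts per library were not analysed here, and the ChIP tables alone have a value for each library. The design had foreseen tests on counts for the screen and both RNA-seq sets, and these were not run. No column with values per sample was left unused (0 unused).

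How the values were made is known from the authors' descriptions. The authors made the log2 fold changes of the screen with DESeq2 and of RNF Cas-KO with DESeq2 on kallisto counts, and both are kept here as deposited. The authors' ratio for the Gata4/6 table divides the control mean by the KO mean of normalized counts, and it was inverted here to KO over control and put on log2. The authors' p-values come from DESeq2 for the screen guides and RNF Cas-KO, from DESeq for the Gata4/6 table and from MAGeCK for screen genes, as deposited. The score of H2Bub1 in the deposited table is the number of reads in a gene body after the authors' DESeq2 library scaling, divided by gene length. RPKM values of H3K4me3 and H3K36me3 were made by the authors with deepTools from Bowtie2 alignments, with the input kept apart for H3K4me3. The authors' upstream tools (Bowtie2, TopHat, HTSeq, kallisto, bedtools, deepTools, DESeq, DESeq2 and MAGeCK) have no version in the sources used here.

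Adjusted p-values are Benjamini-Hochberg values computed here over the genes tested, with a mean of at least 10 for RNA-seq, and a gene was called at 0.05, a guide at 0.001. Gene values in the screen come from a rank aggregation written here, with 100000 random sets of guides. In it guides count up to the share (alpha) that passes a one-sided adjusted p of 0.25. Alpha was 0.583 for enriched and 0.0212 for depleted genes. The library values of the 3 marks were compared with limma on log2 values, with 0.5 added for H2Bub1 and 1 for the RPKM. Gene lists were tested with camera or cameraPR of limma at a correlation of 0.01 (0.05 as an alternative), enrichment with fgsea, and group overlaps with hypergeometric and Fisher exact tests. Random lists and random control sets were drawn 10000 times. Each group of a ChIP comparison holds 2 pooled libraries, so its p-values measure the spread between these samples and not between mice.

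Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and fgsea 1.28.0.

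The lists of expressed genes, cell markers and screen complexes (28 lists and 13 screen groups) were fixed before the data were examined, while values in the paper's supplementary tables had been seen, and aliases of gene names were added after. Genes named in the text come mainly from the paper or from 2 rules. The first takes the genes with the largest changes among those with a mean of at least 50. The other takes up to 2 genes of each list, by adjusted p. Some further genes, such as Tnni2, Cpt1b and Ppargc1a in RNF Cas-KO, met neither rule. Single ChIP genes picked after their values were seen are marked so. Whether replicates of a named gene overlap could not be checked for the RNA-seq tables.

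Depth differed by what the tables allow. For H2Bub1 whole reads were recovered within a tolerance of 0.05 reads for the 34493 genes with a length. For H3K4me3 a read amounts to 2.30 to 4.31 RPKM in the ChIP libraries. Of the summed means in the Gata4/6 table, 68.9% lie in entries that are no gene and were left out.

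Positions are 1-based on GRCm38.p6, the build of mm10 named by the authors, with RefSeq and GENCODE M21 genes. Of 30980 genes on the same chromosome in the H2Bub1 table and the reference, 26557 (85.7%) had both ends within 1000 bp. Guides were placed by exact match followed by an NGG motif.

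Simulated data tested each method. The rank aggregation recovered 186 of 200 simulated genes with 3 of 6 guides shifted by 3 SE. Smaller shifts are not covered by this number. Of 22 simulated lists with 2 shifted, both shifted lists and no other were called. The limma fit recovered 98% of simulated 4-fold changes in H3K4me3 and 91.5% in H3K36me3.

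Some results that need items withheld for evaluations are not reported here.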

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

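The tests of Cwc22 below were chosen only after its values were seen. Cwc22, a splicing gene the paper does not discuss, had one of the largest losses of promoter H3K4me3 in Rnf20 KO apexes (4011 and 4726 RPKM in WT, 967 and 1048 in KO; log2 -2.11) and lower H3K36me3 over its body (log2 -1.79). The input fell with it, by a log2 of -2.45 relative to all genes, the lowest of 8710, and ChIP over input was 0.17 higher relative to all genes, which argues against less mark per copy. Its H3K4me3 value was made over 1999 bp and not from whole reads, but the fall of H3K36me3 at -1.79 argues against that as the cause. Cwc22 lies in the R2d segment, whose copy number varies between mouse strains, its H2Bub1 inputs ran from 2.60 to 14.5, and a difference in copies between the KO and WT pups is consistent with these values, while the copies themselves were not counted.

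For Myh7 and Tnni1, genes of the immature CM, the tests were also chosen only after the result was seen. Promoter H3K4me3 was lower at both in Rnf20 KO apexes (log2 -0.98, and -2.18 at Tnni1, whose WT signal was too low to be tested), outside the genes the paper discusses for this mark, although their RNA rose in RNF Cas-KO CMs. A smaller share of CMs in the KO apexes could lower every CM gene, and Myh7 lay only 0.31 below the median of 7 adult sarcomere genes (-0.31; SE of the difference 0.198), while endothelial and fibroblast lists stood at 0.28 and 0.39. Tnni1 lay 1.50 below that median (-1.50), while the 7 genes ran from -1.28 at Myom1 to -0.19 at Myl3. As 1 gene picked after its value was seen, with low signal, Tnni1 cannot decide on a lower share of CMs. Input at Myh7 and Tnni1 was 0.30 above that of all genes, which argues against fewer copies. A loss of the mark at Tnni1 from the lack of RNF20 remains open, and the share of CMs was not measured.

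For the guides, the tests were likewise chosen only after the result was seen. The 7 control gRNAs, which cut nothing, had a mean log2 of 0.557 in YFP+ CMs, a mean the paper's text does not state, and most library guides lay above 0 as well. The controls stood at the 58.4th percentile of random sets of library guides, as an offset shared by all guides would give. Those sets were not matched on mean count. By mean count, the median log2 of guides ran from 0.32 in decile 5 to 0.93 in decile 10, the highest. An effect of cutting, or of losing most targets, is not settled by a mean of 0.557 with an interval of -0.108 to 1.06, which includes 0. More control guides would be needed to tell these apart.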

How the results depend on the processing

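Of 280 values under other settings for 141 results, 205 kept their direction and their side of the threshold, 13 fell short of it, 7 reversed and 55 counts or shares moved by more than 1.5 times or beyond their spread. Single genes did so in 97 of 113 values. Genes near 0 that were not called changed sign once libraries were centred: Myh7 in H2Bub1 (-0.00834), and Rnf40 (-0.0410), Thra (-0.0562), Cdh5 (-0.0255) and Tek (-0.00874) in H3K4me3. Added after the data were seen were the settings that centre the screen, its filter and ranking of guides, the authors' own adjusted p, the correlation of 0.05, ranks in list tests, H2Bub1 above 0.5 and the crossed replicate block. Where a result below did not hold, the cause was not tested, except that fewer genes or samples are tested under a filter or without a replicate.

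In the screen, an adjusted p of 0.05 gave 4076 enriched and 347 depleted guides, centring on the control mean 70 and 388, and centring on the library median 89 and 295. Adjusted gene p-values left 8 enriched and 1 depleted gene. Screen groups called fell from 4 to 0 at a correlation of 0.05 and to 1 with ranks, and lists in the Gata4/6 KO from 10 to 5 at 0.05. A 2-fold minimum left 464 lower genes in RNF Cas-KO.

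H2Bub1 occupied 7795 genes at P1 and 7165 at P28 when ChIP had to be 2 times input, and 9382 and 9198 above 0.5. Without each replicate in turn, the shared part was 66.3 to 78.4%, and 0 to 109 genes were higher and 0 to 77 lower, the most without P1 replicate 2. A pseudocount of 0.1 gave 4 higher and 4 lower. No list passed with an estimated correlation (0, against 6), and 11 lists lay outside the random ones without input subtraction (7 with it).

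H3K4me3 without a filter gave 127 higher and 253 lower genes, above 200 RPKM 139 and 151, and centred 7 higher. Without single replicates 1 to 60 were higher and 46 to 81 lower, with WT replicate 1 and both KO replicates moving the higher count the most. For H3K36me3 0 genes were lower without a filter and 0 in the top 50 percent, 3 centred, and without single replicates 1 to 267 were higher and 22 to 411 lower, the most without KO replicate 2. The lone sample left in a group is taken to vary like the others.

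The camera p with an estimated correlation was 0.292 for H3K4me3 and 0.544 for H3K36me3 at genes lower in RNF Cas-KO. The H3K36me3 enrichment score of these genes shrank from -2.03 to -1.25 over all genes and to -1.32 in the top 50 percent. The H3K4me3 score went from -2.90 to -2.42 without the filter. The correlation of H3K4me3 with RNF Cas-KO change was 0.0984 over all genes, 0.309 over called genes and 0.123 to 0.164 without single replicates. That of H3K36me3 reversed as Pearson r, to -0.0404 over all genes and -0.00292 in the top 50 percent, while Spearman coefficients stayed above 0 (0.0534 and 0.0897).

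Replicates share only a number. With it as a replicate block, H2Bub1 gave 48 higher and 52 lower genes, H3K4me3 73 and 95, and H3K36me3 765 and 829. Differences between replicates correlated at -0.383, -0.0647 and 0.537 between the groups of these marks. With the replicates of H2Bub1 crossed, 0 genes were higher and 0 lower. No paired analysis was possible because the tables of the screen, RNF Cas-KO and Gata4/6 KO hold no values per library. For the same reason these were not run: tests on counts, other scalings, count filters, pool or replicate blocks, leaving out libraries, other pseudocounts, rotation tests and the Tnni1 to Tnni3 ratio by library. H3K36me3 alternatives with input were not run, since no input was used here. Groups of 2 libraries and the 116 to 217 ChIP reads that make 500 RPKM of H3K4me3 limit what can be called.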

Differences from the paper's values

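Of the values in the paper's text that were compared here, none differed by more than 1.5 times or in sign under the main settings. Its correlations of H2Bub1 with expression and its enrichment scores for neonatal and adult genes were not compared. Statements on genes differ as follows.

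The paper counts Poc1b, Setd6 and Eif3i among the enriched candidates. Here their gene p was 0.0591, 0.0523 and 0.0548, while the other 7 candidates of the paper were called. Among the settings chosen before the data were examined, an alpha of 0.05 called all of them (p = 0.0262 for Poc1b, 0.0233 for Setd6 and 0.0390 for Eif3i by permutation), and an alpha of 0.25 called Poc1b (0.0448) and Setd6 (0.0399) and not Eif3i (0.0651). Settings chosen after seeing the values called Poc1b when guides were centred on the controls (0.0231) or ranked by log2 fold change (0.00934), and Eif3i when guides had a mean of at least 50 (0.0154).

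The paper states that the negative controls were not enriched. Here none of the 7 passed, and their mean log2 was 0.557 with a 95% interval of -0.108 to 1.06.

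The paper states that Myh6 and Tnni3 gained H2Bub1 with age. Here both means rose (log2 0.15 and 0.26), with replicates that overlap between the ages.

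The paper states that Myh6 and Tnni3 had less H3K4me3 and H3K36me3 in Rnf20 KO. All means here were lower (log2 -1.28 and -0.42 for H3K4me3, -0.44 and -0.33 for H3K36me3), but none passed the limma test, and Myh6 lay below the H3K4me3 minimum.

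The paper names spliceosome genes as the most enriched among upregulated genes. Here the list rose (list adjusted P = 0.0382, 0.000320 with ranks and 0.249 at a correlation of 0.05; percentile 100 of random lists), with 6 of 72 genes called and 0 when adjusted over the list alone, and its median log2 was 0.21, against 1.29 for fetal and stress genes, 0.95 for p53 targets and 0.84 for neonatal sarcomere genes, and the paper's sets were not used here.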

Other observations

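Between P1 and P28 apexes the H2Bub1 of proliferation genes lay lower by the mean and that of vessel genes higher, though no single gene passed. The log2 was -0.94 for Mki67, a marker of cycling cells, -0.87 for the cyclin gene Ccnb1, -0.78 for Top2a and -0.58 for Aurkb, and among endothelial genes 0.47 for Kdr, 0.45 for Cdh5, 0.39 for Pecam1 and 0.36 for Tek. As lists, 25 cell-cycle genes had a median log2 of -0.58 (list adjusted P = 5.27e-22; 15 lower when adjusted over the list alone), 10 endothelial genes 0.46 (6.57e-08), 10 interferon genes 0.32 (3.21e-05), 9 neonatal sarcomere genes -0.32 (0.000325), 16 PPAR genes -0.17 (0.00296) and 21 genes of branched-chain amino acid breakdown 0.24 (0.00168), against 0.03 for all genes. With the correlation between genes estimated from the libraries no list passed (adjusted P = 0.631 or above). Apexes of either age may differ in their share of cycling and vessel cells, which was not measured, so the lists cannot tell CMs from other cells.

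RNF Cas-KO and Gata4/6 KO CMs shared part of their change. Of 8756 genes tested in both, 66 were higher in both (15.0 by chance, hypergeometric p 3.75e-26), among them the muscle and cytoskeleton genes Cnn1, Tpm2 and Tubb2b, and 42 were lower in both (15.7 by chance, 1.49e-09), among them Myom2 and Kcnip2. Opposite changes were as frequent as chance, 7 (10.1 by chance), with Tnni1 among them, and 19 (23.4). Over all genes the changes correlated weakly (Spearman 0.182). Rnf20 and Rnf40 themselves did not change in the Gata4/6 table of the authors (log2 -0.34 and -0.41; the authors' adjusted p 1).

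The gene lists tested in this section were fixed before the data were examined. Besides these, only the hypotheses on H2Bub1 at genes that changed in RNF Cas-KO were written before their results were seen. Genes that rose at least 2-fold had a median change in H2Bub1 of -0.061 between P1 and P28 (394 genes with H2Bub1, quartiles -0.237 to 0.107). It lay below all of 10000 random lists matched on signal (percentile 0), as loss of the mark with age at these genes would give. Random lists treat genes as independent and leave out the spread between the few pools per age. What further pools would show is open, and the cell make-up of the apexes was not measured. Genes that fell at least 2-fold stood at the 89.9th percentile (387 genes, quartiles -0.115 to 0.238), which does not settle a gain. The shift of the risen genes is small beside the spread of single genes.

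Other lists in RNF Cas-KO CMs were the interferon genes, lower (2 of 11, median log2 -0.91, list adjusted P = 0.0124), and the atrial genes, higher (3 of 5 higher and 1 lower, median 2.16, 0.0115), a call lost with ranks (0.203). The cardiac transcription factors did not move (1 higher and 2 lower of 15, median -0.01, 0.642), nor did the erythroid (0 of 5 called; 0.657) and epicardial markers (0 of 4; 0.582), and of 3 Schwann markers 1 was higher (S100b) and the list was not called (0.232). In the Gata4/6 KO table, oxidative phosphorylation (median -0.44, list adjusted P = 0.00131; 1 of 39 lower) and ion channels (-0.64, 0.00639; 1 higher and 3 lower of 15) were lower. Fetal and stress genes were higher there as a list (1.30, list adjusted P = 0.0153), and fatty acid oxidation (-0.50, 0.0117), the TCA cycle (-0.44, 0.00639), branched-chain amino acid breakdown (-0.22, 0.0153) and calcium handling (-0.51, 0.0442) lower, all calls lost at a correlation of 0.05 (adjusted P = 0.0506, 0.0834, 0.0506, 0.0834 and 0.131). Not called there were PPAR (0.585), lysine degradation (0.0874), glycolysis (0.585), tRNA synthetases (0.585), spliceosome (0.618), p53 targets (0.0844), cardiac transcription factors (0.970), H2B ubiquitination (0.615), and atrial genes (0.970).

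Against the median of all genes of 0.18, further H3K4me3 lists lay low: fetal and stress genes (2 of 4 lower; median log2 -0.23, list adjusted P = 0.00243), PPAR (1 of 8; -0.15, 9.86e-05), fatty acid oxidation (1 of 13; 0.04, 0.00583), calcium handling (1 of 7; 0.13, 0.00583), neonatal sarcomere (1 of 4; -0.01, 0.0173) and glycolysis (1 of 10; 0.07, 0.0173). Some of these medians lie above 0, and none passed with an estimated correlation (adjusted P = 0.321 or above). H3K36me3 was higher for spliceosome (median log2 0.15, list adjusted P = 7.71e-05), oxidative phosphorylation (0.11, 0.00530), TCA cycle (0.13, 0.00755), lysine degradation (0.18, 0.0210) and H2B ubiquitination genes (0.14, 0.0446), and lower for cell-cycle (-0.23, 0.00275), endothelial (-0.19, 0.0446) and neonatal sarcomere genes (-0.26, 0.0446), where no list passed with an estimated correlation (adjusted P = 0.788 or above).

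Guides with the most G or C bases had a higher fold change, with no trend among guides of up to 12. Guides with at least 15 G or C bases had a median of 0.71 (135 of 1014 enriched) and those with 13 to 14 a median of 0.53 (165 of 2668). Medians were 0.46 for 11 to 12 bases, 0.44 for 9 to 10 and 0.46 for at most 8 (111 of 2155).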
